# The NAMPT Inhibitor FK866 Increases Metformin Sensitivity in Pancreatic Cancer Cells

**DOI:** 10.3390/cancers14225597

**Published:** 2022-11-14

**Authors:** Maxime Parisotto, Nhung Vuong-Robillard, Paloma Kalegari, Thulaj Meharwade, Loick Joumier, Sebastian Igelmann, Véronique Bourdeau, Marie-Camille Rowell, Michael Pollak, Mohan Malleshaiah, Andréea Schmitzer, Gerardo Ferbeyre

**Keywords:** pancreatic cancer, metabolism, metformin, NAD, NAMPT

## Abstract

**Simple Summary:**

Use of the antidiabetic drug metformin as a single antitumor agent has been disappointing in clinics. We sought to explain why cancer cells adapt to metformin treatment and to develop more effective drug combinations. We found that the antitumor actions of metformin involved a reduction in the NAD+/NADH ratio, and that cells compensate by increasing NAD biosynthesis. Combining metformin with a low dose of the NAD biosynthesis inhibitor FK866 showed superior antitumor activity with undetectable toxicity; both in cell culture and in mice. Transcriptome analysis revealed that the combination triggered the expression of genes that mediate oxidative stress and cell death. In general, this work suggests that targeting mitochondria and NAD biosynthesis can lead to effective antitumor therapies.

**Abstract:**

Pancreatic cancer (pancreatic ductal adenocarcinoma: PDAC) is one of the most aggressive neoplastic diseases. Metformin use has been associated with reduced pancreatic cancer incidence and better survival in diabetics. Metformin has been shown to inhibit PDAC cells growth and survival, both in vitro and in vivo. However, clinical trials using metformin have failed to reduce pancreatic cancer progression in patients, raising important questions about molecular mechanisms that protect tumor cells from the antineoplastic activities of metformin. We confirmed that metformin acts through inhibition of mitochondrial complex I, decreasing the NAD^+^/NADH ratio, and that NAD^+^/NADH homeostasis determines metformin sensitivity in several cancer cell lines. Metabolites that can restore the NAD^+^/NADH ratio caused PDAC cells to be resistant to metformin. In addition, metformin treatment of PDAC cell lines induced a compensatory NAMPT expression, increasing the pool of cellular NAD^+^. The NAMPT inhibitor FK866 sensitized PDAC cells to the antiproliferative effects of metformin in vitro and decreased the cellular NAD^+^ pool. Intriguingly, FK866 combined with metformin increased survival in mice bearing KP4 cell line xenografts, but not in mice with PANC-1 cell line xenografts. Transcriptome analysis revealed that the drug combination reactivated genes in the p53 pathway and oxidative stress, providing new insights about the mechanisms leading to cancer cell death.

## 1. Introduction

With a 5-year survival rate of 10% and a median survival of 6 months after diagnosis, pancreatic cancer is one of the deadliest cancers [1]. Most patients have distant metastasis at diagnosis and therapies are often only palliative [2]. Moreover, the incidence of this cancer is expected to increase in the next years, while the therapeutic arsenal remains limited [3]. Metformin has been prescribed to diabetic patients for decades due to its very potent anti-hyperglycemic properties. Retrospective meta-analyses have suggested a protective effect of metformin against pancreatic cancer in type-II diabetes patients [4]. However, clinical trials using metformin as adjuvant treatment in pancreatic cancer did not show any beneficial effect [5,6]. Even if a slight effect may have been observed in low-grade tumor patients, metformin has no effect on high-grade tumors [7]. Despite the lack of conclusive results in patients, metformin has demonstrated potent anti-cancer properties in vitro and in preclinical in vivo experimental models [8,9,10,11,12,13,14]. These conflicting results raise questions about the response of cancer cells to metformin. We, more specifically, wondered whether cancer cells would exhibit intrinsic and/or treatment-induced resistance to metformin.

Several studies have shown that metformin targets mitochondria, thereby perturbing cellular energetics, via a mechanism relying on mitochondrial electron transport chain (ETC) complex-I inhibition [10,11,12,14]. ETC complex-I performs the oxidation of the reduced form of nicotinamide adenine dinucleotide (NADH) to regenerate the NAD^+^ needed as a cofactor for numerous catabolic reactions, including glycolysis, β-oxidation, and the Krebs cycle. Through inhibition of ETC complex-I, metformin was shown to decrease the cellular NAD^+^/NADH ratio, and manipulations to compensate or reverse this decrease reduced the sensitivity of cancer cells to metformin [12,15,16,17]. Herein, we show that PDAC cells treated with metformin increase NAD levels and glycolysis, but inhibition of the NAD salvage pathway with FK866 reverted this effect, sensitizing cells to cell death. Surprisingly, combining metformin and FK866 leads to reactivation of several p53 target genes, as well as genes that promote oxidative stress, suggesting new mechanisms which can be used to kill pancreatic cancer cells.

## 2. Materials and Methods

### 2.1. Cells and Reagents

Human PDAC cell lines PANC-1 (ATCC: CRL-1469), SW1990 (ATCC: CRL2172), HPAF-II (ATCC: CRL-1997), KP4 (Riken), and PSN1 (ATCC: CRM-CRL-3211) were cultured in Dulbecco’s modified eagle’s medium (DMEM) (Wisent, St-Bruno, QC) supplemented with 10% fetal bovine serum (FBS) (Wisent). Mouse cell lines 4T1 (ATCC CRL-2539) and MC38 (provided by Dr Pollak) were cultured as above. For in vitro assays, FK866 and metformin hydrochloride were purchased from Sigma-Aldrich. FK866 was suspended in DMSO and metformin in DMEM supplemented with 10% FBS. HPNE hTERT cells (ATCC) were cultured according to provider instructions.

### 2.2. Dose-Response & Growth Assays

Cells were seeded in 96-well plates. After 24 h, treatments were applied and cells were grown for three more days before fixation. Cell growth was assessed by crystal violet retention assays, which have been described previously [18]. The data are expressed as relative absorbance of crystal violet extracted from the cells and diluted in 10% acetic acid.

### 2.3. NAD/NADH Quantification

NAD/NADH quantitation colorimetric kit (#K337-100) from Biovision was used according to the manufacturer’s instructions.

### 2.4. DCFDA Measurements

For ROS measurements, cells were incubated for 30 min at 37 °C with 2 μM of dichlorodihydrofluorescein diacetate (DCFDA, Molecular Probes). Cells were collected using Trypsin, washed twice with PBS, and resuspended in 250 µL of FACS buffer (PBS, 1% BSA, 0.05 sodium azide). Measurements were made using BD FACS Symphony A3 and the acquired data were analyzed using FlowJO software.

### 2.5. Seahorse Analysis

KP4 cells were seeded in Seahorse XFe24 Fluxpak cartridge (Agilent) and treated with 5 nM FK866 or vehicle for 18 h. Then, media containing treatment were renewed before seahorse analysis. The ECAR (extracellular acidification rate) and OCR (oxygen consumption rate) of KP4 cells were measured on a Seahorse XF-24 (Agilent). Next, 10 mM Metformin or vehicle was added to cells after 30 min of seahorse measurement in order to establish baselines of OCR and ECAR.

### 2.6. Animal Experiments

All experiments were performed in accordance with the rules of the in vivo ethical committee of University of Montreal (CDEA #17-103) and CRCHUM (C18046GFs). For this study, 6–7-week old female nude mice (Hsd:Athymic Nude- Foxn1nu, Envigo) were implanted subcutaneously with 750,000 KP4 or 1,000,000 PANC-1 cells in 100 μL of 20% Matrigel (Corning) in saline. Tumor volume was determined by using a caliper, following the formula 4/3*π*(L*W*T), where L represents the length of the tumor, W the width, and T the thickness (all measured in millimeters). For in vivo experiments, metformin was purchased from Sigma-Aldrich (PHR1084) and FK866 from Selleckchem (S2799). The compounds were dissolved in the vehicle: 45% Propyleneglycol (Sigma-Aldrich) + 5% Tween 80 (Sigma-Aldrich) + ddH2O. Mice were injected intraperitoneally (with 100 μL) 5 days per week, starting on day 11 post-engraftment, with either 75 mg/kg/d metformin, 20 mg/kg/d FK866, metformin and FK866 combined (Met+FK; 75 mg/kg/d and 20 mg/kg/d, respectively), or vehicle for 4 weeks.

### 2.7. Tissue Histology

Tumors and organs collected at necropsy were rinsed in PBS, then weighed before formalin fixation and paraffin embedding. Tissue sections were cut at 4 microns, stained with hematoxylin and eosin (H&E), then scanned with the Aperio VERSA Brightfield Scanner. Tumor necrosis was unbiasedly quantified using Visiomorph software (Visiopharm, Hoersholm, Denmark), where a colour deconvolution algorithm specific to H&E was applied to the entire scanned tissue. Areas displaying low nuclear (hematoxylin) density are commonly considered to be necrotic tissue in pathology, so we applied the same principle for quantification: % necrotic area = areas of low nuclear density/whole tissue area. No differences in histology were observable by H&E or by the eye when assessing for organ toxicity, so quantification was not performed.

### 2.8. Total RNA Isolation and Sequencing

KP4 cells were seeded in 6 cm plates and treated with DMSO (vehicle), Metformin 10 mM, FK866 5 nM, or Metformin 10 mM and FK866 5 nM for 24 h. Cells were washed with PBS1X and collected in Trizol (#15596018, Invitrogen), and RNA extraction was performed using the RNeasy® Mini Kit (#74104, QIAGEN), according to the manufacturer’s instructions. cDNA libraries for sequencing were prepared using the Kapa RNA HyperPrep Kit with RiboErase (Roche) and UDI 96 indexes (Illumina). Sequencing was performed using NovaSeq 6000 flow cell S4 PE100.

### 2.9. RNA-Seq Data Analysis

RNAseq reads were trimmed using cutadapt (v3.7+galaxy0) with the following parameters: -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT; trim, minimum-length 20, quality-cutoff 20. Reads were aligned to the human reference genome (hg38) using RNA STAR (v2.7.8+galaxy0). Gene quantification was performed using feature counts (Galaxy Version 2.0.1+galaxy2) with parameters -p -B. The gene counts were normalized using DEseq2 and subsequently used for principal component analysis (PCA) and detection of differentially expressed genes (DEGs). Genes with adjusted *p*-values < 0.05 and fold change > 1.5 were considered as significant DEGs. The analysis was performed using Galaxy (Galaxy version 22.05.rc1). Gene Set Enrichment Analysis (GSEA version 4.2.3) was used for functional annotation. The significance of enrichment values (NES) was determined by the False Discovery Rate (FDR; q-value) and by a nominal *p*-value [19]. Raw RNAseq data are available at GSE210562.

### 2.10. qPCR

Cells were collected as described before, and RNA extraction was performed according to the manufacturer’s instructions. RT-qPCR was performed as published in [20]. qPCR primers and their sequences are available in Supplementary Table S1.

### 2.11. Immunoblots

For immunoblots, adherent cells and floating cells were washed twice with PBS1X and lysed in 500 mL of Laemmli 2X Buffer (4% SDS, 20% Glycerol, 0.125 M Tris-HCl pH = 6.8). Cells were boiled at 95 °C for 5 min and protein concentration was estimated from A280 using NanoDrop (ThermoFisher). Samples were prepared and diluted using Laemmli 2X Buffer, 10% 2-mercapthoethanol, and 0.05% bromophenol blue. Then, 25 µg of proteins were loaded per sample and migrated on an SDS-PAGE (BioRad). They were transferred onto 0.45 µm nitrocellulose membranes (BioRad) and blocked for 1 h in 5% milk diluted in TBS-T (TBS1X, 0.05% Tween20). After 3 washes for 10 min with TBS-T, membranes were incubated with the corresponding primary antibodies (in PBS1X, 0.1% BSA, 0.02% Sodium azide). For anti phospho-p53 (Ser15) (9284, dilution 1:1000, Cell Signaling) and anti p53 (DO-1/sc-126, dilution 1:1000, Santa Cruz) antibodies, membranes were incubated overnight at 4 °C. Anti-histone H3 (ab1791, dilution 1:15,000, Abcam) and anti β-Actin (8H10D10/3700, dilution 1:2000, Cell Signaling) were incubated for 30 min at RT. After primary incubation, membranes were washed 3 times for 10 min with TBS-T, and were then incubated with HRP-conjugated secondary antibodies (1:3000) in milk TBS-T for 1 h (phospho-p53 and p53 antibodies) or 30 min (anti-histone H3 and β-Actin antibodies). For secondary antibodies, we used goat anti-mouse IgG (H+L)-HRP (170-6516, dilution 1:3000, BioRad) and goat anti-rabbit IgG (H+L)-HRP (170-6515, dilution 1:3000, BioRad). Finally, after 3 washes for 10 min, they were incubated with ECL Western blotting reagent (RPN2106, Amersham), and a signal was acquired using Super-RX X-ray films (Fujifilm). For the stripping solution between incubation with different antibodies, we used a stripping buffer (25 mM glycine, 1% SDS in dH_2_O, pH 2.0).

## 3. Results

### 3.1. The NAD+/NADH Ratio Determines Metformin Sensitivity

In order to determine the relative sensitivity to metformin of pancreatic cancer cell lines, we performed growth assays over 3 days in the presence of increasing concentrations of metformin on a panel of 7 human pancreatic cell lines and one non-tumorigenic immortalized human pancreatic ductal cell line, HPNE hTERT (Figure 1A,B). Note that all growth assays were performed in pyruvate-free medium, as pyruvate decreases the sensitivity of cell lines to metformin in vitro [15]. The growth of all pancreatic cancer cell lines was inhibited by metformin, with IC50s in the 1–10 mM range (Figure 1B). One notable exception was HPAF-II cells, which are slightly less sensitive to metformin, with an IC50 of ~16 mM. In contrast to cancer cell lines, the growth of non-tumorigenic HPNE hTERT cells was the least affected (IC50 33.7 mM). Such an important difference in metformin sensitivity between pancreatic tumor cells and non-tumorigenic cells was expected, and has already been reported [21]. With metformin being an inhibitor of mitochondrial ETC complex-I [12,15], these results are in agreement with the differential sensitivity of cancer cells versus normal cells to inhibitors of mitochondria ETC, as it appears that transformation of pancreatic cells is associated with an increase in mitochondrial mass/metabolism [13,22,23].

In order to better characterize the mechanism of growth inhibition of pancreatic cancer cells by metformin, we focused on its capacity to inhibit mitochondrial ETC complex-I. The inhibition of complex-I NADH dehydrogenase activity results in an increase in NADH level in cells, thereby decreasing the NAD^+^/NADH ratio [12,15]. Quantification of this ratio in KP4 and PSN1 cells after 6 h treatment with 10 mM metformin showed a reduction in NAD^+^/NADH by 50% and 70%, respectively, compared to vehicle-treated controls (*p*-values < 0.0001) (Figure 1C). This suggests that metformin acts in pancreatic cancer cells via mitochondrial complex-I inhibition.

It was shown previously that the NAD^+^/NADH ratio can be manipulated, to some extent, in vitro by the exogenous addition of lactate dehydrogenase A (LDHA) substrates such as pyruvate or α-ketobutyrate (α-KB), which act as alternative electron acceptors to re-oxidize NADH, thereby supplying NAD^+^ to the cells to run catabolic reactions [15]. In order to determine whether the decrease in the NAD^+^/NADH ratio by metformin contributes to its growth inhibition properties in pancreatic cancer cells, we repeated metformin IC50 measurements in KP4 and PANC-1 cells, either in the presence of pyruvate or α-KB or not. We observed that both compounds desensitized cells to the effect of metformin. For KP4, the IC50 was increased from 2.7 mM to 3.9 mM with α-KB (*p* = 0.02), and to 4.2 mM with pyruvate (*p* < 0.0001), while in PANC-1 cells, the IC50 was increased from 3 mM to 12.1 mM (*p* = 0.035) and 6.9 mM (*p* = 0.0065) with α-KB and pyruvate, respectively (Figure 1D). These results also reveal an important difference in the capability of pyruvate and α-KB to confer resistance to metformin depending on the cell line.

Upon ETC inhibition, cancer cell growth is highly dependent on aspartate synthesis [15,16,24]. Malate–aspartate shuttle is reversed to allow aspartate synthesis from malate to sustain cell proliferation, but this process requires NAD^+^. Hence, the lack of aspartate can limit growth after ETC inhibition. In agreement, the addition of 20 mM of aspartate to the culture medium of KP4 and PANC-1 cells increased their IC50 for metformin (Figure 1E) from 2.7 mM to 4.2 mM (*p* < 0.0001) and from 3.9 mM to 9.7 mM (*p* < 0.0001), respectively. Therefore, metformin decreases the growth of pancreatic cancer cells, at least in part, through inhibition of mitochondrial ETC complex-I and subsequent reduction in the NAD^+^/NADH ratio.

### 3.2. The NAMPT Inhibitor FK866 Increases Metformin Sensitivity

In an attempt to identify putative mechanisms of metformin resistance in cancer cells, we examined the NAD metabolism more closely. In addition to oscillating between two redox states in cells (namely NAD^+^ and NADH) in order to fulfill its high-energy electron carrier function, NAD is also the substrate for sirtuins (mono-ADP-ribosyltransferase or deacylase activity), Poly (ADP-ribose) polymerases (PARPs), and NADases, such as CD38. NAD^+^ is consumed by these enzymes, releasing nicotinamide (NAM) as a product. As a consequence, NAD^+^ needs to be resynthesized constantly in order to ensure the stability of the cellular pool [25]. We hypothesized that any metabolic process that can provide the cells with more NAD^+^, namely NAD synthesis pathways, would decrease sensitivity to complex-I inhibition by metformin. Indeed, we observed that upon 24 h of metformin treatment at 10 mM, total cellular NAD was increased by ~20% in PANC-1 and KP4 cells (*p* < 0.05 and *p* < 0.01, respectively) (Figure 2A). This increase is also markedly observed in the murine colorectal cancer cell line MC38 (Figure 2A), showing that this is a more general response to metformin and not a pancreas-specific trait. This result suggests that cancer cells may adapt to the effects of metformin by increasing NAD^+^ synthesis and/or decreasing NAD^+^ degradation.

Among these different metabolic pathways, the NAD salvage pathway has recently become an attractive target for anti-cancer therapies [26]. The NAD salvage pathway recycles NAM through its condensation with 5-phosphoribosyl-1-pyrophosphate (PRPP) to produce nicotinamide mononucleotide (NMN). This rate-limiting step of the salvage pathway is catalyzed by the enzyme nicotinamide phosphoribosyl transferase (NAMPT). NMN is then converted into NAD by the enzyme nicotinamide nucleotide adenylyl transferase 1 (NMNAT). In pancreatic cancer cells, the salvage pathway appears to be the predominant NAD synthesis pathway (as opposed to the De Novo synthesis pathway), partly because the enzyme NAMPT is overexpressed in human pancreatic cancers compared to normal pancreatic tissue [27,28].

In line with our hypothesis that enhanced NAD^+^ level could decrease metformin sensitivity, we treated KP4 cells and PANC-1 cells with increasing concentrations of the specific pharmacologic inhibitor of NAMPT, FK866 [29] to determine whether inhibition of this enzyme would increase metformin sensitivity. Indeed, FK866 sensitized KP4 and PANC-1 cells to the growth-inhibitory properties of metformin in vitro. FK866, at 5 nMm decreased the IC50 of metformin from 2.5 mM (vehicle) to 0.7 mM (*p* < 0.0001), and from 1.9 mM (vehicle) to 0.68 mM (*p* = 0.012) in KP4 and PANC-1 cells, respectively (Figure 2B). In order to determine if this cooperation is specific to PDAC cells or whether it also occurs in additional cancer types, we repeated the combinatorial treatment in the murine breast cancer cell line 4T1 and the murine colon cancer cell line MC38. FK866 decreased the IC50 of metformin from 9.1 mM (vehicle) to 2.7 mM (*p* < 0.0001), and from 2.36 mM (vehicle) to 0.67 mM (*p* < 0.0001) in 4T1 and MC38 cells, respectively (Figure 2C). Hence, NAMPT provided NAD+ and conferred metformin resistance across different cancer types.

In agreement with the sensitizing effect of FK866, the combination of metformin and FK866 (Met+FK) significantly increased cell death over 6 days of treatment in KP4 (~35%) and PANC-1 (~20%) cells compared to vehicle or to each compound alone (1–5%) (Figure 2D). Notably, a higher concentration of FK866 was necessary to inhibit PANC-1 cell growth with metformin and to induce cell death (Figure 2B,D). When used at similar concentrations, (Met+FK) only increased ROS in KP4 cells (Figure 2E). Together, these results show that metformin and the NAMPT inhibitor cooperate to inhibit growth and to induce oxidative stress and cell death of pancreatic cancer cell lines in vitro.

### 3.3. FK866 Inhibits Compensatory Glycolysis in Metformin-Treated Cells

Mechanistically, we observed in KP4 cells that both metformin (10 mM) and FK866 (5 nM) alone for 24 h decreased the NAD+/NADH ratio by ~50% and ~40%, respectively, compared to vehicle-treated cells (*p* < 0.0001 for metformin and *p* < 0.001 for FK866), while Met+FK further decreased the NAD^+^/NADH ratio (~60%) (Figure 3A). The effect of Met+FK on the ratio, although significant (*p* < 0.05), is relatively modest compared to either compound alone, and cannot account for the marked higher efficiency of the combination. In PANC-1 cells, the ratio of NAD^+^/NADH was higher, but it was also reduced by metformin and FK866. In addition to the decreased NAD^+^/NADH ratio, FK866 decreased the total pool of cellular NAD (NAD^+^ + NADH) after 6 and 24 h of treatment (Figure 3B). After 6 h, the decrease was ~50% compared to vehicle treated cells, whether in presence of metformin or not (*p* < 0.0001). After 24 h, FK866-treated cells exhibited an almost total depletion of NAD (~90%), while metformin slightly increased NAD levels, suggesting a tendency to replenish NAD in metformin-treated cells (Figure 3B).

Upon ETC inhibition by metformin, cancer cells switch to a glycolysis-based metabolism to generate ATP [22,30,31]. However, to sustain glycolysis, cells need to maintain a high NAD^+^/NADH ratio. Our results imply that cancer cells also need to sustain a high level of total NAD to provide enough cofactor for NAD-dependent glycolysis, independently of the ratio of NAD^+^/NADH. Indeed, it has been reported that inhibition of NAMPT decreases NAD levels and attenuates glycolysis in different cancer types, including pancreatic cancer cells [32,33,34,35]. Therefore, it is likely that the efficiency of the Met+FK combination in cancer cells is due to inhibition of the compensatory glycolytic flux, leading to a metabolic collapse. In agreement with this finding, treatment with FK866 reduced the extracellular acidification rate (ECAR) in metformin-treated cells, a measurement of compensatory glycolysis (Figure 3C). Notably, oxygen consumption rate (OCR) measurements show that FK866 did not further inhibit respiration in metformin-treated cells (Figure 3C). As normal cells are neither affected by metformin nor by FK866 due to a low expression of NAMPT [27], the effect of the Met+FK combination on cancer cells is expected to be relatively specific.

### 3.4. FK866 Improves Metformin Action on KP4 Xenografts in Nude Mice

In order to test the efficacy of the combination of FK866 and metformin in vivo, we performed xenograft experiments by initiating tumor formation of KP4 cells in nude mice. When the tumors (two per mouse, one on each flank, subcutaneously) reached ~100 mm^3^, the mice were randomly separated into four groups, receiving either vehicle, metformin alone (75 mg/kg/d), FK866 alone (20 mg/kg/d), or a combination of Met+FK intraperitoneally 5 times per week for 4 weeks. Met+FK showed a higher capacity to slow down KP4 tumor progression than either compound alone (Figure 4A). After 4 weeks of treatment (37 days after engraftment), the volume of the tumors in the Met+FK group was ~75% smaller than those in the vehicle group (*p* < 0.0001), and 40% smaller than the tumors in the metformin or FK866 groups (*p* < 0.05) (Figure 4B). In addition, the combination of Met+FK significantly improved survival relative to animals treated with either agent alone (Figure 4C, *p* = 0.001089). These results demonstrate that the combination is more potent for KP4 xenografts than either compound alone in vivo.

### 3.5. Metformin Does Not Cooperate with FK866 to Inhibit Growth of PANC-1 Xenografts in Nude Mice

Next, we tested the combination of Met+FK on PANC-1 tumors in nude mice. As before, the mice were randomly separated into four groups, receiving either vehicle, metformin alone (75 mg/kg/d), FK866 alone (20 mg/kg/d), or a combination of Met+FK. In order to match the treatment time frame of the KP4 xenografts, drug injections were started 11 days post-engraftment. In this setting, treatment with FK866 reduced tumor growth, but it was not further improved by metformin (Figure 5A,B). Similarly, FK866 improved survival relative to metformin and untreated mice, but the combination did not further improve survival (Figure 5C). Intriguingly, combining Met+FK triggered massive necrosis (Figure 5D,E). However, this necrosis does not explain the effect of the treatment, since FK866 alone had similar effects as Met+FK without it. Necrosis is a less efficient cell death mechanism, and, in some contexts, it can promote tumorigenesis [36]. It is then plausible that this necrosis, induced by Met+FK on PANC-1 tumors, compromised the efficacy of the combination in nude mice. Alternatively, our in vitro data show that PANC-1 cells require higher concentrations of metformin and FK866 to elicit cell death compared to KP4 cells (Figure 2D). Given that a phase 2 clinical trial has flagged potential toxicity with FK866 use [37], three mice were randomly selected from each treatment group after 4 weeks of drug treatment to assess for toxicity by gross examination and histological analysis. The dosage and schedule which we used did not reveal any major toxicity in the animals (Supplemental Figure S1), suggesting that the treatment for PANC-1 xenografts could be further optimized using higher doses.

### 3.6. Combining FK866 with Metformin Restores p53 Signaling in Cancer Cells with Mutant p53

In order to obtain further insights into the mechanisms of cooperation between FK866 and metformin, we compared the transcriptomes of KP4 cells which received vehicle, metformin alone, FK866 alone, and Met+FK. 

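KP4 is a human pancreatic cancer cell line. Its cells received for 24 h either DMSO (vehicle), 10 mM metformin (Met), which inhibits complex I of the mitochondrial respiratory chain, 5 nM FK866 (FK), which inhibits the NAD salvage enzyme NAMPT, or both drugs (Met+FK). Ribosomal RNA was depleted and 3 libraries per treatment were sequenced as read pairs. The authors trimmed the reads, aligned them to hg38 with STAR, counted read pairs with both ends mapped on genes with featureCounts, and divided each library's counts by its DESeq2 size factor. They deposited these normalized counts for 36601 genes, each with its identifier, position and symbol. In each of the 12 libraries, 100% of the values were whole multiples of what 1 read pair is worth, so the counted read pairs could be recovered. Between 31908006 and 36246334 read pairs were counted in the DMSO libraries (median 34759287), and between 31684313 and 34775176 in the Met libraries (median 32861501). The FK libraries held from 30667735 to 39984311 read pairs (median 37929509), and the Met+FK libraries from 32375833 to 41052203 (median 35270667). The 15376 genes with a mean of at least 10 normalized counts were tested with limma-trend on log2(normalized count + 1), with all 12 libraries in 1 fit and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low counts. A gene was called a DEG at the paper's thresholds, an adjusted p-value under 0.05 and a fold change over 1.5 (0.585 on the log2 scale). The pseudocount, the gene filter, the scaling between libraries and the test could each change the numbers.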

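Principal components were computed over the 500 genes with the largest variance of log2(normalized count + 1) among the 12 libraries. PC1 held 78.4% of the variance of these genes, and PC2 held 5.66%. The scores on PC1 were −21.7 ± 0.435 (SD, n = 3) in DMSO and −15.3 ± 1.77 (SD, n = 3) in FK. They were 16.6 ± 1.46 (SD, n = 3) in Met and 20.3 ± 2.19 (SD, n = 3) in Met+FK. The gap between the libraries with and without metformin, from −13.3 to 15.3, was many times the spread within any treatment. With all 15376 genes in place of the 500, the alternative that moved the shares most, PC1 held 57.7% and PC2 15.2%. On that PC2 the DMSO libraries scored from 0.303 to 23.2 and the FK libraries from −42.1 to −7.24. The Met libraries, from −11.1 to 15.0, overlapped both, so this share cannot be read as that of FK866 alone.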

Principal component analysis (PCA) showed that metformin is the main contributor to gene expression changes (91% along PC1), while FK866 only accounts for 5% of the gene expression variation along PC2 (Figure 6A). Intriguingly, while FK866-treated cells were well-separated from untreated cells along PC2, FK866 had a minimal effect in metformin-treated cells. 

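On PC2, the 3 DMSO libraries scored from 3.94 to 9.36 and the 3 FK libraries from −10.3 to −5.19, without overlap. A gap between 3 libraries and 3 cannot give a p-value under 0.1 in an exact permutation test. The Met libraries scored from −0.480 to 2.08 and the Met+FK libraries from −1.34 to 2.57, so their ranges overlapped. On PC1 the ranges of Met and Met+FK overlapped as well. There, however, each Met+FK library scored above the Met library of the same replicate number (22.5 against 18.2, 20.4 against 16.4, 18.1 against 15.3). The genes higher in FK than in DMSO had a median log2 fold change of 0.71 in that comparison and of 0.018 in Met+FK against Met, which shares no library with it. For the 163 genes higher in FK once a trend on GC content and length was removed from each library, a correction chosen after seeing the data, these medians were 0.85 and 0.20. Across all tested genes, which are not independent replicates, the log2 fold changes of FK866 alone and of FK866 added to metformin had a Pearson's r of −0.0081, without that correction, and GC content went with them in opposite directions. The difference between both effects was also tested as an interaction. It had an adjusted p-value under 0.05 in limma-trend for 9 genes, 1 with a higher and 8 with a lower response to FK866 in metformin-treated cells, while 4695 genes had an unadjusted p-value under 0.05. The number of such genes ranged from 0 to 1845 with each library left out in turn (1845 without FK replicate 1). DESeq2 on the recovered read pairs gave 989 genes, and limma-trend with the replicate number as a block 4914, or 1068 when the GC trend was also removed, so the number depends on the fit. The smallest adjusted p-value belonged to EREG, on chromosome 4 from 74365145 to 74388749 (hg38), which encodes the growth factor epiregulin. Its normalized counts were 3066 ± 72.3 (SD, n = 3) in DMSO, 10214 ± 2434 (SD, n = 3) in FK, 2831 ± 266 (SD, n = 3) in Met and 3469 ± 308 (SD, n = 3) in Met+FK. The interaction term of EREG was −1.42 on the log2 scale (standard error 0.18, adjusted p = 0.0174 from limma-trend), and it kept an adjusted p-value under 0.05 in 6 of the 12 fits that each left out 1 library.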

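Between metformin and vehicle, limma-trend called 1964 genes higher and 1566 lower with metformin. With each of the 6 libraries of these treatments left out in turn, the genes called higher ranged from 1741 to 2158 and the genes called lower from 1372 to 1792. The alternative that moved the counts most, an adjusted p-value under 0.05 with no limit on the fold change, gave 3834 higher and 3989 lower genes. Scaling every library to the same total moved the median log2 fold change of all genes from 0.012 to 0.13 and gave 2835 higher and 1025 lower genes, 73.5% higher against 55.6%. Among DEGs with a mean of at least 100 normalized counts and no overlap between the libraries, the largest increase was that of BEX2 (on chromosome X from 103309346 to 103311046). Its normalized counts rose from 40.4 ± 6.66 (SD, n = 3) to 548 ± 82.9 (SD, n = 3), a log2 fold change of 3.73 (standard error 0.17, adjusted p = 1.58e-09 from limma-trend). KLHDC7B (3.36) and LRATD2 (2.92) had the next largest log2 fold changes. The largest decrease was that of CNIH2 (on chromosome 11 from 66278175 to 66285301), from 416 ± 20.6 (SD, n = 3) to 78.9 ± 22.8 (SD, n = 3) normalized counts, a log2 fold change of −2.42 (standard error 0.21, adjusted p = 4.37e-07). SULT1B1 (−2.34) and the histone gene HIST1H3J (−2.31) followed. HIST1H3J has near-identical copies among which reads could have been split, so its value is uncertain. These 6 genes kept an adjusted p-value under 0.05 in all 6 fits that left out 1 library of the comparison.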

By filtering for differentially expressed genes (DEGs) with >1.5-fold change, we found that metformin induced the expression of 1800 genes while repressing 1436 (Figure 6B). In contrast, FK866 only induced 283 genes and repressed 48 (Figure 6C). 

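In the same fit, 420 genes were higher and 116 lower in FK than in DMSO. These counts moved with single libraries. Without DMSO replicate 1, 84 genes were called higher and 10 lower, and without FK replicate 2, 87 and 13. Without DMSO replicate 2, 1065 were called higher and 137 lower, and without FK replicate 1, 955 and 198. Without DMSO replicate 3, 148 and 33 genes were called. Among DEGs with a mean of at least 100 normalized counts and no overlap between the libraries, the largest log2 fold changes were those of PTGS2 (2.00), NR4A2 (1.89) and CXCL8 (1.75). PTGS2, on chromosome 1 from 186671791 to 186680423, encodes a prostaglandin synthase. Its normalized counts were 353 ± 16.2 (SD, n = 3) in DMSO and 1437 ± 352 (SD, n = 3) in FK (standard error of the log2 fold change 0.15, adjusted p = 4.45e-06 from limma-trend). ROBO4 (−1.11), KRT80 (−0.87) and the multicopy histone gene HIST1H2BM (−0.81) had the largest decreases. ROBO4 kept its adjusted p-value under 0.05 in 4 of the 6 fits that left out 1 library of the comparison, while the other 5 genes kept it in all 6. It was lost with the 6 libraries alone (0.0523), without DMSO replicate 1 (0.0816) and without DMSO replicate 3 (0.0523). The libraries also differed in how their values followed GC content. The slope of log2 values per 10 percentage points of GC was 0.14 ± 0.084 (SD, n = 3) in DMSO and −0.089 ± 0.14 (SD, n = 3) in FK, with every FK library below every DMSO library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The genes higher in FK had a median GC content of 40.1%, against 48.5% for all genes tested. When a trend on GC content and transcript length was removed from each library, 163 genes were higher and 36 lower in FK, and with the replicate number as a block in that fit, 195 and 61.

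**Figure D1:**
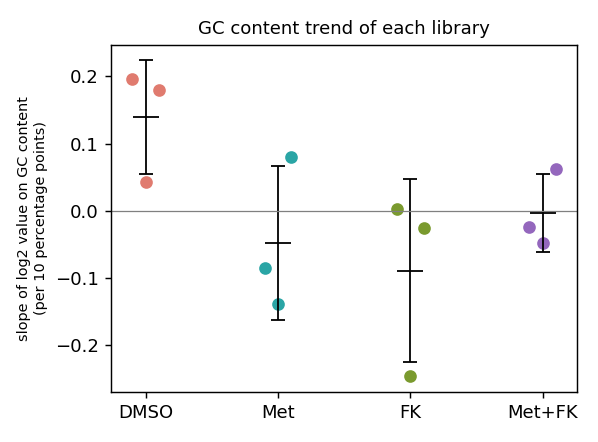
Slope of each library's log2 values, relative to the mean of each gene, on GC content, per 10 percentage points of GC. Points are the 3 libraries of each treatment and bars are the mean ± SD; the FK libraries lie between −0.25 and 0.0027 and the DMSO libraries between 0.043 and 0.20.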

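The comparison of metformin-treated with FK866-treated cells gave 1243 genes that were higher and 1081 that were lower with metformin. Leaving out each of its 6 libraries in turn gave from 1107 to 1313 higher and from 988 to 1116 lower genes. Of the 3530 DEGs of metformin against vehicle, 1661 (47.1%) were DEGs in the same direction against FK866, and 98.5% had a log2 fold change of the same sign. Both comparisons use the same metformin libraries, which alone makes their fold changes alike. In simulated data in which FK and Met did not differ, the same-sign share was 59.1%. The log2 fold changes of both comparisons had a Pearson's r of 0.82 across genes, against 0.50 in simulated data in which no treatment changed a gene.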

As a consequence, most of the gene expression changes caused by metformin were still detectable when compared to FK866-treated cells (1123 upregulated and 1005 downregulated genes) (Figure 6D). Similarly, when we compared Met+FK with vehicle, or FK866 alone, most of the changes reflected the effects of metformin (Figure 6E,F). However, few genes distinguished cells treated with Met+FK from those treated with metformin alone (14 upregulated genes and 1 downregulated gene) (Figure 6G).

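Against DMSO, 2110 genes were higher and 1745 lower in Met+FK, and against FK, 1425 were higher and 1429 lower. Scaling every library to the same total gave 2630 higher and 1396 lower genes against DMSO, and 1707 and 1175 against FK. With 1 library of the comparison left out, the counts against DMSO lay from 1888 to 2243 and from 1610 to 1883, and those against FK from 1328 to 1515 and from 1332 to 1461. Of the 3855 DEGs of Met+FK against DMSO, 2968 (77.0%) were DEGs in the same direction for metformin alone, and 99.9% had the same sign. These comparisons share the DMSO libraries, and simulated data in which Met did not differ from DMSO gave a same-sign share of 58.4%. The DEGs of Met+FK against FK share no library with those of metformin against DMSO. Of these 2854 genes, 1755 (61.5%) were DEGs in the same direction with metformin alone, 97.4% had the same sign, and across all genes r was 0.76. NES, on chromosome 1 from 156668763 to 156677407, was among the 3 genes that fell most from DMSO to Met+FK by the same criteria as for the drugs alone, from 246 ± 42.1 (SD, n = 3) to 36.1 ± 2.67 (SD, n = 3) normalized counts (log2 fold change −2.72, standard error 0.17, adjusted p = 1.59e-08 from limma-trend).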

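Between Met+FK and Met, limma-trend called 8 genes higher and 1 lower. The genes called higher were ATF3, IER3, TXNIP, GDF15, HES1, FAM110B, ADM and PER1, and the gene called lower was SERTAD4. With the replicate number as a block, 18 genes were higher and 7 lower. In the fit without the block, 1051 genes had an unadjusted p-value under 0.05. Of the genes called higher, GDF15 (on chromosome 19 from 18374731 to 18389176), a secreted growth factor of the TGF-β family, had the largest log2 fold change. Its normalized counts were 502 ± 23.1 (SD, n = 3) in DMSO, 1426 ± 21.0 (SD, n = 3) in FK, 1752 ± 205 (SD, n = 3) in Met and 3293 ± 255 (SD, n = 3) in Met+FK. From Met to Met+FK the log2 fold change was 0.91 (standard error 0.091, adjusted p = 0.000756 from limma-trend). SERTAD4 (on chromosome 1 from 210232796 to 210246631) fell from 121 ± 3.66 (SD, n = 3) to 61.7 ± 12.6 (SD, n = 3) normalized counts (log2 fold change −0.97, standard error 0.14, adjusted p = 0.0185). ATF3 and GDF15 kept an adjusted p-value under 0.05 in all 6 fits that left out 1 library of the comparison. HES1, FAM110B and SERTAD4 kept it in 2 of these fits, and IER3, TXNIP, ADM and PER1 in 1. Without Met replicate 2, 2 genes were called higher and 0 lower.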

In order to understand why FK866 increased metformin sensitivity, we performed GSEA, comparing cells treated with Met+FK to metformin alone, FK866 alone, and vehicle. This analysis revealed that the drug combination reactivated the p53 pathway in KP4 cells, as well as the unfolded protein response (UPR), which are both able to trigger cell death. These genes include *ATF3*, *IER3*, *OSGIN1*, *NDRG1*, *DDIT4*, *UPP1,* and *GADD34* (Figure 7A,B). 

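The gene sets of the GSEA were not used here. Instead, the genes shown in both heat maps of Fig. 7 were tested as lists with camera in limma, with an inter-gene correlation of 0.01. Of the 25 genes of the p53 set in Fig. 7A, 24 were tested. Their median log2 fold change in Met+FK was 1.60 against DMSO, 1.01 against FK and 0.38 against Met (adjusted p = 7.28e-25 from camera for the last). Against Met, 21 of the 24 genes had a positive log2 fold change, from −0.11 to 0.80 over the list. Of the 24 UPR genes in Fig. 7B, 23 were tested, with medians of 1.23, 0.94 and 0.20 in the same order (adjusted p = 3.77e-15 from camera against Met), and 22 had a positive log2 fold change against Met. The calls of both lists in these comparisons held under fry and under an estimated correlation. Metformin alone gave medians of 1.37 and 1.09 against DMSO, and FK866 alone 0.42 and 0.43. Against Met, 17 genes of Fig. 7A had an adjusted p-value under 0.05 adjusted over the list alone and 6 over all genes tested, and 7 and 1 of Fig. 7B. The study chose these genes on the same libraries, so neither the list tests nor the counts over the list alone are independent evidence. The effect of FK866 on the p53 list did not differ detectably with and without metformin (interaction median −0.04, adjusted p = 0.583 from camera). For the UPR list the interaction median was −0.20 (adjusted p = 0.0358 from camera, 0.0347 from fry and 0.309 with an estimated correlation). With the GC trend removed, chosen after seeing the data, the interaction medians were −0.13 for the p53 list (adjusted p = 0.00215 from camera) and −0.10 for the UPR list (7.15e-06), so the answer for the p53 list depends on this correction. From the enrichment of both gene sets in Met+FK, the paper concludes that the combination reactivated the p53 pathway and the UPR. It also measured some of these genes by RT-qPCR, with primers listed for ATF3, ERN1, NDRG1 and STC2. By immunoblot it found no detectable p53 protein in KP4 cells, and proposes that the pathway was reactivated independently of p53.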

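ATF3 (on chromosome 1 from 212565334 to 212620777) had 635 ± 31.8 normalized counts (SD, n = 3) in DMSO, 3921 ± 120.3 (SD, n = 3) in Met, 1603 ± 119.8 (SD, n = 3) in FK and 6194 ± 267 (SD, n = 3) in Met+FK. Each drug alone raised it, and the log2 fold change of Met+FK was 3.28 against DMSO and 0.66 against Met (standard error 0.076, adjusted p = 0.00272 from limma-trend). With 1 library of the comparison left out, the latter stayed from 0.63 to 0.69. IER3 (on chromosome 6 from 30743199 to 30744548) had 570.0 ± 46.2, 445 ± 36.3, 692 ± 77.3 and 698 ± 43.5 normalized counts (SD, n = 3 each) in the same order. It fell with metformin alone (−0.36, adjusted p = 0.0111) and was higher in Met+FK than in Met by 0.65 (standard error 0.11, adjusted p = 0.0280), while FK and Met+FK did not differ detectably (0.017, adjusted p = 0.913). The fall with metformin had an adjusted p-value over 0.05 with libraries scaled to the same total (0.0630), without DMSO replicate 1 (0.0538) and without Met replicate 2 (0.0534).
NDRG1 (on chromosome 8 from 133237171 to 133302022) and UPP1 (on chromosome 7 from 48088628 to 48108736) were higher in Met+FK than in Met, by less than the fold threshold. The log2 fold changes were 0.49 (standard error 0.071, adjusted p = 0.0185) and 0.39 (standard error 0.065, adjusted p = 0.0280). NDRG1 kept an adjusted p-value under 0.05 in 1 of the 6 fits that left out 1 library, and UPP1 in 0 of the 6. Metformin alone had raised NDRG1 by 1.03 and UPP1 by 1.69 on the log2 scale. FK866 alone raised NDRG1 by 0.60 (adjusted p = 0.000342 from limma-trend), which stayed under 0.05 in all 6 fits that left out 1 library. OSGIN1 (on chromosome 16 from 83931311 to 83966332), GADD34, which the files list as PPP1R15A (on chromosome 19 from 48872421 to 48876058), and DDIT4 (on chromosome 10 from 72273924 to 72276036) were raised by metformin alone, by 0.72, 1.18 and 1.87. In Met+FK against Met their log2 fold changes were 0.59 (adjusted p = 0.0685), 0.51 (adjusted p = 0.0685) and 0.33 (adjusted p = 0.222), above the threshold of 0.05. With the replicate number as a block, the adjusted p-values were 0.00187, 0.00742 and 0.0179. DESeq2 on the recovered read pairs gave 0.000875, 0.00116 and 0.0367, so these calls depend on the fit. FK866 alone raised OSGIN1 by 0.45 (adjusted p = 0.0231, but over 0.05 with the 6 libraries alone (0.0580), without DMSO replicate 1 (0.0538), without DMSO replicate 3 (0.0700) and without FK replicate 2 (0.0722)) and DDIT4 by 0.53 (adjusted p = 0.00273), and did not change UPP1 (−0.057, adjusted p = 0.522) or PPP1R15A (−0.038, adjusted p = 0.784) detectably.

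**Figure D2:**
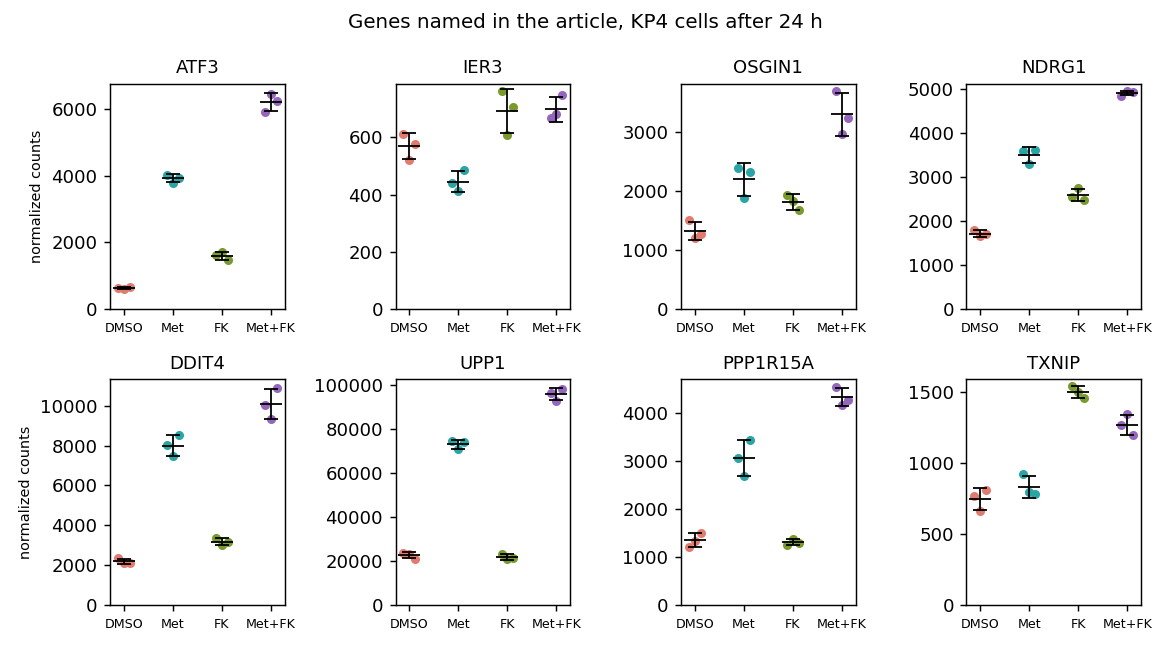
Normalized counts per library of 8 genes in KP4 cells after 24 h of DMSO, Met, FK or Met+FK. Points are the 3 libraries of each treatment and bars are the mean ± SD; the axes start at 0, and the Met+FK mean is the highest of the 4 for each gene except TXNIP, whose FK mean of 1496 lies above its Met+FK mean of 1266.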

The p53 target gene *ATF3* can activate up to 40% of p53 target genes, suggesting a mechanism for p53 pathway reactivation in p53 null cells [38,39,40]. IER3 plays a role in cell death induced by chemotherapy [41,42]. OSGIN1 is a mediator of apoptosis which is upregulated by oxidative stress and p53 [43]. NDRG1 is a metastasis suppressor induced by p53 and iron chelators [44,45]. TXNIP is a negative regulator of TRX, leading to oxidative stress. Intriguingly, DDIT4 (induced by metformin, p53, and p63) can form a complex with TXNIP to trigger cell death under oxidative stress [46,47]. UPP1 is a pyrimidine degrading enzyme that contributes to cancer cell death in response to drugs that induce lethal catabolic stress [48]. Finally, GADD34 is a pro-apoptotic gene induced by DNA damage, and is also regulated by ATF3 [49,50]. 

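STC2 (on chromosome 5 from 173314713 to 173329503), CEBPB (on chromosome 20 from 50190830 to 50192668) and ERN1 (on chromosome 17 from 64039142 to 64130819) were all higher in Met+FK than in DMSO, with log2 fold changes of 2.30, 1.06 and 2.02 (largest adjusted p = 8.37e-08 from limma-trend). The normalized counts of STC2 were 327 ± 23.1 in DMSO, 1144 ± 106 in Met, 561 ± 59.2 in FK and 1619 ± 102 in Met+FK (SD, n = 3 each). Those of CEBPB were 1887 ± 98.1, 3484 ± 201, 1953 ± 134 and 3946 ± 253, and those of ERN1 706 ± 73.4, 2186 ± 135, 948 ± 70.6 and 2854 ± 207, in the same order. Against metformin alone, the log2 fold changes were 0.50 for STC2 (adjusted p = 0.0914), 0.18 for CEBPB (adjusted p = 0.714) and 0.38 for ERN1 (adjusted p = 0.232), so none was past the threshold of 0.05. With the replicate number as a block, the adjusted p-value of STC2 was 0.0223. DESeq2 on the recovered read pairs gave 0.00166 for STC2, 0.0285 for ERN1 and 0.74 for CEBPB. The calls of STC2 and ERN1 therefore depend on the fit.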

The UPR genes induced by the combination of Met+FK included the p53 target genes *ATF3* and *DDIT4*, as well as several chaperone and oxidative stress-related genes (*STC2*, *CEBPB,* and *ERN1*). We validated some of these genes by RT-qPCR (Figure 7C). Intriguingly, ATF3, the gene that seemed to be driving the p53 gene expression pattern in response to Met+FK, as well as the p53 target NDRG1, are induced at higher levels in KP4 cells than in PANC-1 cells. Notably, p53 is mutated in PANC-1 cells and the protein is undetectable in KP4 cells (Supplementary Figure S2), suggesting that Met+FK reactivate the p53 pathway by p53-independent effects.

## 4. Discussion

Here we provide rationale and proof-of-concept for the combined use of metformin and FK866—two compounds broadly used in preclinical studies against various types of cancer which have failed to show any beneficial effect in clinical trials [5,6,37]. We show that the combination of metformin (an OXPHOS inhibitor) with FK866 (a NAD salvage pathway inhibitor), is selectively toxic for pancreatic cancer cells. A similar combination of an OXPHOS-inhibitor with FK866 was reported to be efficient in acute myeloid leukemia (AML). In AML, the BCL2 inhibitor venetoclax targets OXPHOS, but its action is inhibited by compensatory NAD biosynthesis, which can be blocked by FK866 [51]. The mechanism of action of FK866 differs between AML blasts and stem cells. In AML stem cells, FK866 further inhibited OXPHOS, but not glycolysis. However, in AML blasts (and in ovarian and colorectal cancer cells), FK866 inhibited glycolysis [35], as we observed here in pancreatic cancer cells. This difference could be explained by tissue-specific metabolic programs that differ between AML stem cells and other cancer cells.

We found that treatment with metformin had major effects on gene expression, while FK866 had a lesser effect. In cells with combined treatment, most of the gene expression variation was due to metformin (Figure 6). This suggests that a relatively minor number of genes is linked to the higher efficacy of the drug combination. Several of these genes were associated to the p53 pathway and the unfolded protein response—both of which can lead to oxidative stress and cell death [52,53]. The UPR is often used by tumor cells as an adaptive response to chemotherapy [54], but it can become a powerful antitumor response upon prolonged activation [55]. Based on these gene expression changes, we suggest that blocking compensatory NAD biosynthesis in metformin-treated cells induces the expression of several p53 target genes and oxidative stress genes, thus leading to cancer cell death. 

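TXNIP (on chromosome 1 from 145992435 to 145996579) had 745 ± 74.7 normalized counts in DMSO, 829 ± 76.5 in Met, 1496 ± 44.6 in FK and 1266 ± 71.2 in Met+FK (SD, n = 3 each). The log2 fold change was 0.61 from Met to Met+FK (standard error 0.094, adjusted p = 0.0220 from limma-trend) and 0.77 from DMSO to Met+FK (adjusted p = 9.73e-06). FK866 alone gave 1.01 against DMSO (adjusted p = 3.93e-05), and metformin alone 0.16 (adjusted p = 0.180). From FK to Met+FK the log2 fold change was −0.24 (adjusted p = 0.0503). The adjusted p-value was 0.0459 with DESeq2 and 0.0441 after removal of the GC trend, chosen after seeing the data. This call therefore depends on the fit. The effect of FK866 with metformin differed from that without it by −0.40 (adjusted p = 0.112), a difference that did not pass the threshold. DESeq2 gave 0.0511 for this difference, and removal of the GC trend 0.304. Its value with the replicate block, which gave more interaction genes, is not reported here, so the question stays open. Metformin alone reached an adjusted p-value of 0.0227 when every library was scaled to the same total.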

Consistent with this idea, the NAD-dependent sirtuins SirT1 and SirT6 [56,57], as well as metformin [58], repressed *TXNIP*, one of the genes selectively increased in cells treated with Met+FK. Intriguingly, SirT1 deacetylate p53 inhibiting its activity [59], and our work suggests that NAD and sirtuins may repress some p53 target genes independently of p53. We identified ATF3 as a gene highly induced by the combination of Met+FK in KP4 cells, but less so in PANC-1 cells. NAD limitation could increase ATF3 expression by reducing sirtuin activity and increasing histone acetylation, a process that is known to regulate ATF3 expression in pancreatic cancer cells [60].

At the cellular level, the mechanism of action of the metformin-FK866 combination likely includes a cytostatic effect due to the energy crisis created by the simultaneous inhibition of OXPHOS and glycolysis, followed by cell death. The gene expression changes discussed above and the activation of the UPR could be initially adaptive, which would explain why cell death requires long term incubation with the combination, affecting a small fraction of the cells at any given time thereafter (Figure 3D). In many cancer cell lines, FK866 induces apoptosis [29]. In AML stem cells, apoptosis was secondary to lipotoxicity and oxidative stress. The lipotoxicity was likely a consequence of a reduction in the generation of monounsaturated fatty acids by the enzyme SCD that requires NAD^+^ [61]. Since the metformin–FK866 combination also induces oxidative stress, it is likely that cell death is due to the damaging effect of reactive oxygen species. Del Nagro and colleagues found that apoptosis was not the main mechanism of cell death after NAD depletion; rather, it was oncosis, a cell death pathway that includes cytoplasmic swelling and membrane disruption, ultimately leading to necrosis [62]. Consistent with this work, we found that phenformin and phenylethynylbenzyl-modified metformin did not induce apoptosis in KP4 cells in vivo, which was assessed using cleaved caspase 3 as a biomarker [63]. Two additional cell death mechanisms have been reported to be relevant to the effects of the metformin–FK866 combination. First, metformin induced the UPR and autophagy-mediated cell death in NIH-3T3 cells and in non-tumorigenic skin cells treated with phorbol esters [64]. Second, a combination of OXPHOS and glycolysis inhibitors induced parthanatos in cancer cells, a process mediated by PARP1 that affects mitochondrial activity, likely via NAD depletion [65]. Parthanatos, unlike oncosis, does not involve cell swelling, but disrupts membrane integrity, which ultimately leads to necrosis. As metformin improves the anticancer activity of NAMPT inhibitors, further studies are required in order to identify the cell death mechanism associated with the success of this combination.

### Limitations of the Study

Although the combination of metformin with FK866 was efficient in vitro for multiple cancer cell lines (Figure 2), we found that the response in vivo was different. In KP4 cells, the combination was more efficient than either drug alone, while in PANC-1 cells, the combination was no more beneficial than using FK866 alone. This could be explained by the fact that PANC-1 cells had a higher NAD^+^/NADH ratio (Figure 3) and became more resistant to metformin upon supplementation with pyruvate, α−KB, or aspartate in comparison to KP4 cells (Figure 1). These metabolites can trigger reactions that regenerate NAD^+^, mediated by enzymes such as lactate dehydrogenase [66] or malate dehydrogenase-1 [20,67]. Adding additional drugs that interfere with NAD metabolism could overcome this limitation. Notably, the NAD^+^ regenerating enzyme LDHA requires tyrosine phosphorylation to control NAD homeostasis [66], and it has recently been shown that kinase inhibitors cooperate with metformin to target a variety of cancer cells [68]. Accordingly, adding tyrosine kinase inhibitors could further improve the treatment proposed here by inhibiting NAD reoxidation. Since we detected massive necrosis in tumors treated with the combination, it is plausible that metabolites released from dying cells could have been used to compensate for NAD depletion in PANC-1 cells. In fact, extracellular NAD can enter cells, providing a pathway for dying cells to restore NAD levels in surrounding living cells, and this was previously shown to counteract FK866-induced cell death [69]. This suggests that inhibitors of NAD uptake or regeneration could be tested with the Met+FK cocktail in order to explore its anti-cancer properties in future studies. Finally, the use of immunocompromised mice may have limited the treatment, since metformin can act in part through promoting an anti-tumor immune response [70].

## 5. Conclusions

This work shows that combining metformin, a drug that inhibits complex I and reduces the NAD+/NADH ratio, with FK866, a drug that inhibits the NAD salvage enzyme NAMPT, triggers a better anticancer response than that obtained with either drug alone in several pancreatic cancer cell lines. The combination also worked in a breast cancer cell line, indicating that it can be applied to multiple tumor types.

## Figures and Tables

**Figure 1:**
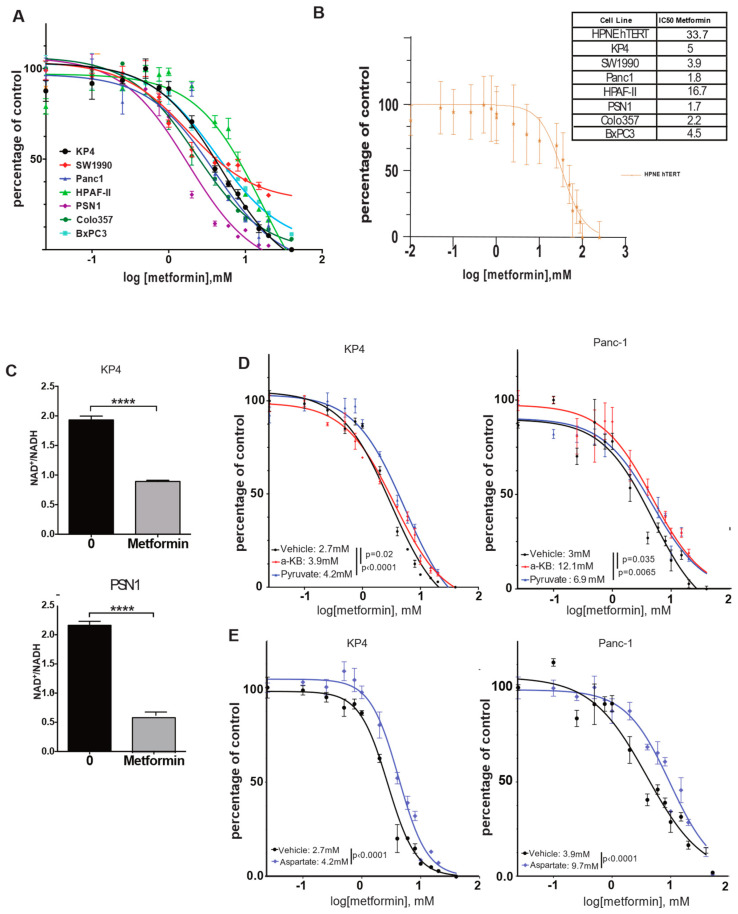
Metformin decreases growth of PDAC cells through a reduction in NAD^+^/NADH intracellular ratio in vitro. (**A**,**B**) Dose-response curves and IC50s of metformin on a panel of human PDAC cells (**A**) or HPNE cells (**B**) over 3 days of growth. Values are means of triplicates ± SEM. (**C**) Quantification of NAD^+^/NADH ratio in KP4 and PSN1 PDAC cell lines treated with 10 mM metformin or vehicle for 6 h. Values are means of triplicates ± SEM, **** *p*-value ≤ 0.0001 (Student’s *t*-test). (**D**,**E**) Dose-response curves and IC50s of metformin when PANC-1 and KP4 cells are on 4 mM α-ketobutyrate (α-KB), 1 mM of pyruvate (**D**), or 20 mM of aspartate (**E**) over 3 days of growth. Values are means of triplicates ± SEM. For all experiments, n = 3.

**Figure 2:**
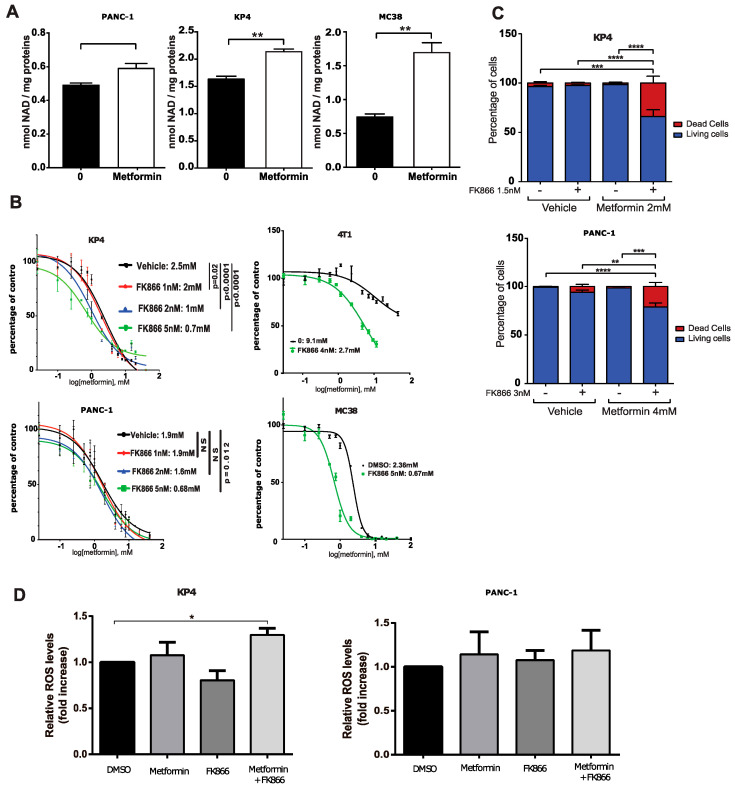
The NAMPT inhibitor FK866 and metformin cooperate to inhibit PDAC cells growth by strongly perturbing NAD metabolism. (**A**) Total NAD level in PDAC cells grown for 24 h in the presence or absence of 10 mM metformin. * *p*-value ≤ 0.05, ** *p*-value ≤ 0.01 (student *t*-test). (**B**) Dose-response curves and IC50s of metformin on growth of PDAC cell KP4 and PANC-1, breast cancer cells 4T1, and colon cancer cells MC38 treated with FK866 or vehicle for 3 days. (**C**) Viability (cell counts with trypan blue staining) of KP4 and PANC-1 cells treated with metformin or vehicle and FK866 or vehicle for 6 days. ** *p*-value ≤ 0.01, **** *p*-value ≤ 0.0001 (Student’s *t*-test). (**D**) Fluorescence intensity of KP4 and PANC-1 cells stained with DCFDA and measured by flow cytometry. Data show a relative change in median fluorescence intensity over control cells. Treatment for 24 h in the presence or absence of 10 mM metformin, 5 nM of FK866, a combination of metformin and FK866, or with vehicle. (**A**–**C**) Values are means of triplicates ± SEM, n = 3; for (**D**), values are means of duplicates ± SEM. ** *p*-value ≤ 0.01, *** *p*-value ≤ 0.001, **** *p*-value ≤ 0.0001 (ANOVA).

**Figure 3:**
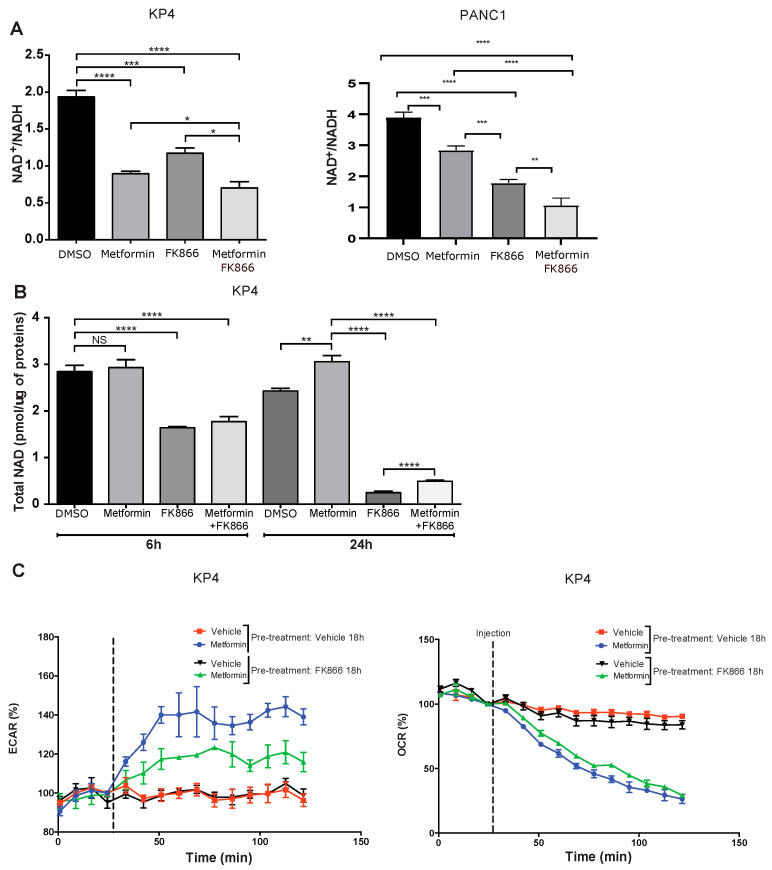
FK866 cooperates with metformin to reduce metabolic compensation. (**A**) Quantification of NAD+/NADH ratio in KP4 and PANC-1 cells treated for 6 h with 10 mM metformin, 5 nM FK866, a combination of metformin and FK866, or vehicle. (**B**) Quantification of total NAD levels after 6 h or 24 h in KP4 cells treated with 10 mM metformin, 5 nM FK866, Met+FK866, or vehicle. Values are means of triplicates ± SEM. * *p*-value ≤ 0.05, ** *p*-value ≤ 0.01, *** *p*-value ≤ 0.001, **** *p*-value ≤ 0.0001, NS, not significant (ANOVA), n = 3. (**C**) ECAR (extracellular acidification rate) and OCR (oxygen consumption rate) of KP4 cells treated with 10 mM metformin, measured by SeaHorse analysis. Cells were either pre-treated or not with FK866 (5 nM) for 18 h prior to SeaHorse analysis in order to deplete NAD levels. Values are means of triplicates ± SEM, n = 3.

**Figure 4:**
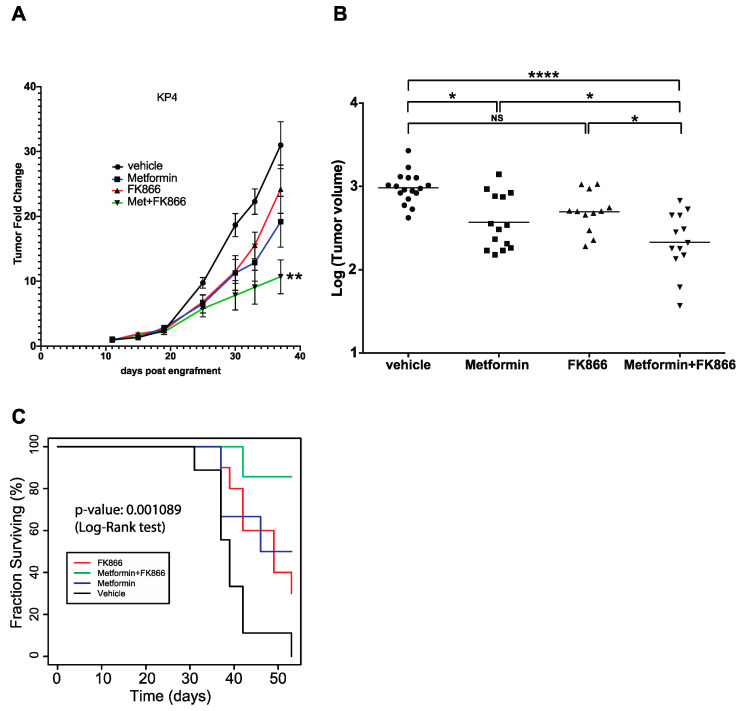
Progression of KP4 sub-cutaneous xenografts in nude mice. (**A**) Xenograft tumor growth of KP4 cells engrafted subcutaneously in nude mice. Metformin (75 mg/kg/d), FK866 (20 mg/kg/d), Met+FK, or vehicle treatments (intraperitoneally 5 days per week) were started 11 days post-engraftment. * *p* ≤ 0.01, ANOVA. (**B**) Graph showing the volume of each tumor after 37 days of the different treatments. * *p* ≤ 0.05, **** *p* ≤ 0.0001, NS: not significant (ANOVA). (**C**) Kaplan–Meyer survival curve of KP4 tumor-bearing mice as in (**A**) over 54 days.

**Figure 5:**
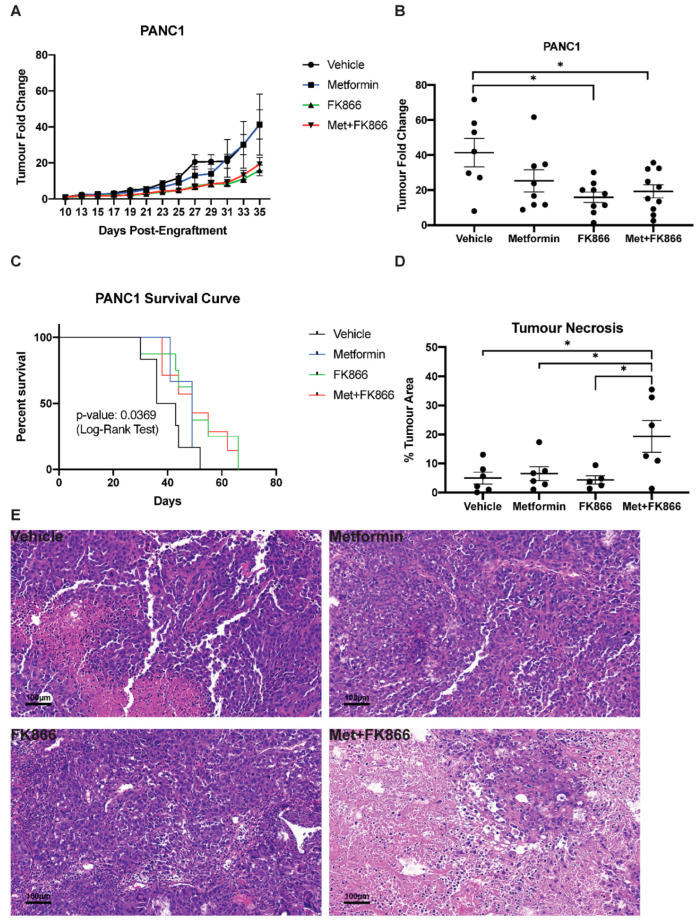
Progression of PANC-1 sub-cutaneous xenografts in nude mice. (**A**) Tumor fold change in mice bearing PANC-1 xenografts treated with Metformin, FK866, Met+FK, or vehicle (5 days a week). Treatment started 11 days post engraftment. (**B**) Tumor volume at day 35 from the mice represented in (**A**). (**C**) Kaplan–Meyer survival curves of PANC-1 tumor-bearing mice receiving different treatments over 65 days. (D-E) Quantification of % tumor necrosis (**D**) by H&E staining (**E**) of PANC-1 tumors, as in (**B**). (**B**–**D**) * *p* ≤ 0.05 (ANOVA).

**Figure 6:**
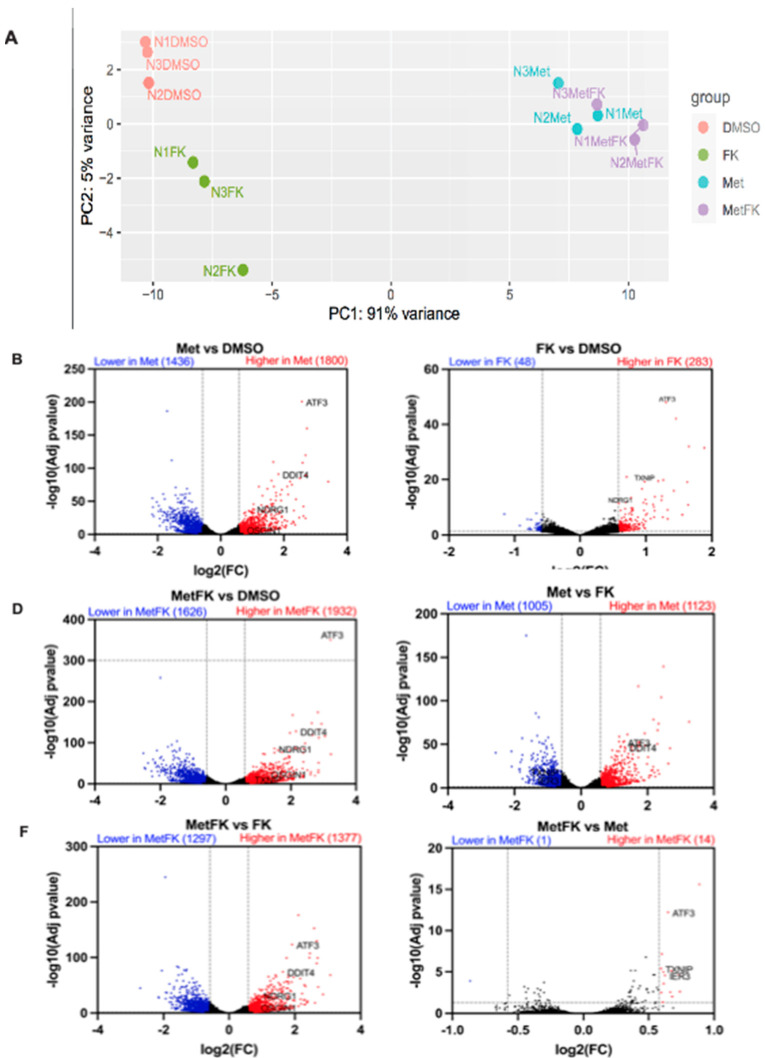
Differential gene expression in KP4 cells treated with metformin, FK866, or both. (**A**) Principal component analysis (PCA) and (**B**–**G**) volcano plots of differentially expressed genes (DEGs) from the RNAseq data obtained from KP4 cells treated as indicated for 24 h. (**A**–**G**) n = 3.

**Figure 7:**
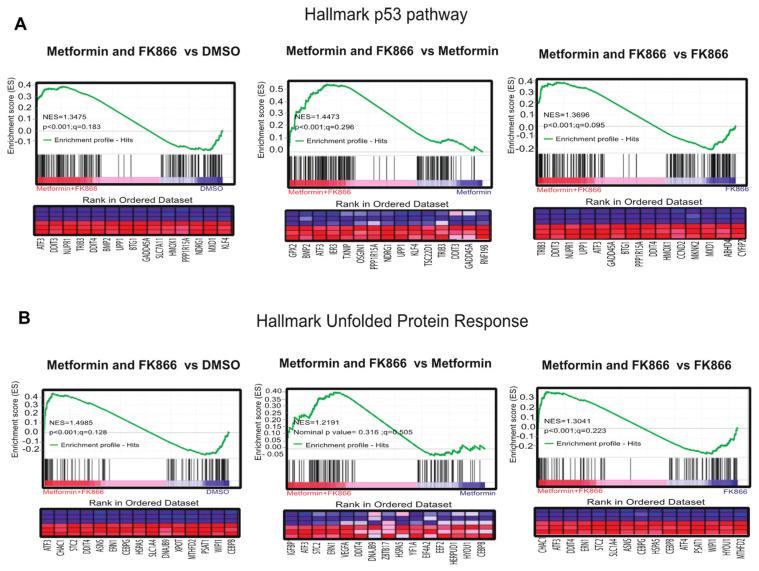

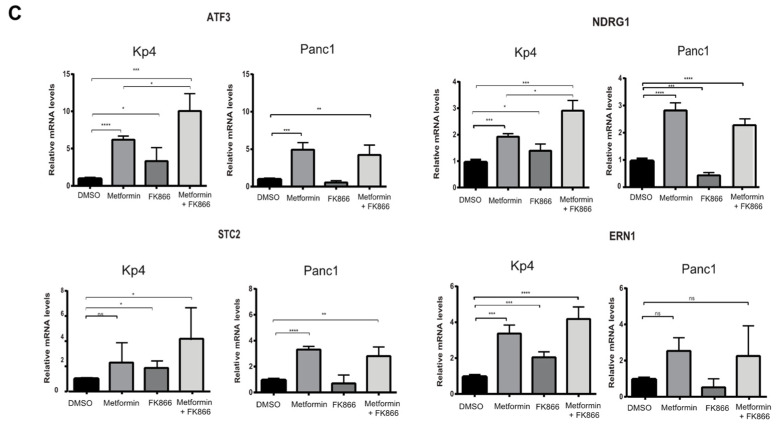
The combination of Met+FK activates the p53 pathway and the unfolded protein response (UPR). (**A**) p53 gene set that overlaps with gene expression changes in KP4 cells treated with metformin and FK866 in comparison to vehicle, metformin alone, or FK866 alone. (**B**) UPR gene set that overlaps with gene expression changes in KP4 cells treated with metformin and FK866 in comparison to vehicle, metformin alone, or FK866 alone. (**C**) RT-qPCR validation of some gene expression differences found in (**A**) and (**B**). Data are normalized over TBP and HMBS and presented as means relative to control cells (vehicle condition). Values are means of triplicates ± SEM. * *p*-value ≤ 0.05, ** *p*-value ≤ 0.01, *** *p*-value ≤ 0.001, **** *p*-value ≤ 0.0001 (ANOVA), n = 3.

## Data Availability

The raw data that supports this article is available upon reasonable request to G.F. RNAseq data is available from at GSE210562.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14225597/s1, Figure S1: The combination of metformin and FK866 is not toxic in mice. Figure S2: P53 in Kp4 and Panc1 cells. Table S1: RT-qPCR primers.

# Supplementary material for: The NAMPT Inhibitor FK866 Increases Metformin Sensitivity in Pancreatic Cancer Cells
**Source:** Cancers (Basel). 2022 Nov 14;14(22):5597. doi: 10.3390/cancers14225597
**Supplement:** Supplementary file 1

Supplementary Materials:

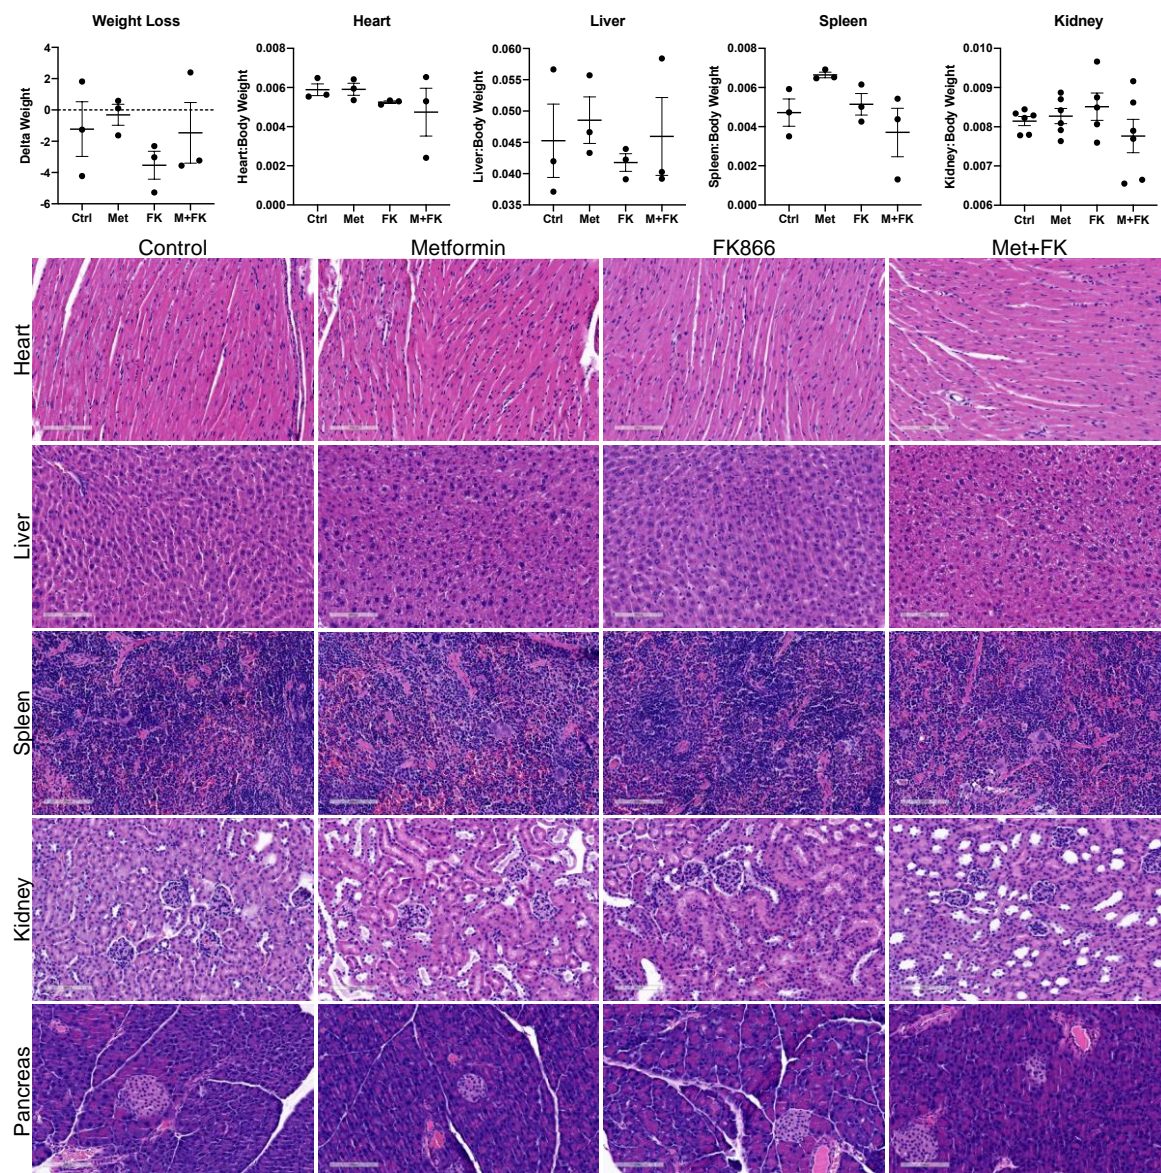

**Supplementary Figure S1: The combination of metformin and FK866 is not toxic in mice.** To determine if drug treatment was causing any toxicity, 3 mice per treatment group were randomly selected for necropsy once IP injections of drugs stopped after 5 weeks. Histograms show the changes in mouse weight compared to their weight on day of PANC1 subcutaneous injection and organ to weight ratios at time of necropsy. H&E staining of heart, liver, spleen, kidney, and pancreas tissues showed no histological changes between drug treatment groups in mice (n=3/group).

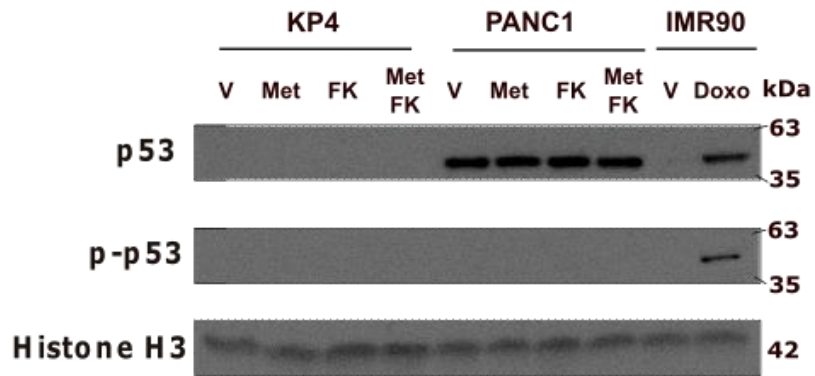

**Supplementary Figure S2: P53 in Kp4 and Panc1 cells.** (A) Western blot for p53 and phospho-serine 15 p53 (p-p53) in KP4 and PANC1 cells treated for 24 h in the presence or absence of 10 mM metformin (Met), 5 nM of FK866 (FK), a combination of metformin and FK866 or with vehicle (V). As a positive control, normal human fibroblasts IMR90 cells were treated with Doxorubicin (Doxo) 300ng/mL for 18h.

**Table S1:** RT-qPCR primers used in the study.

| Primer                                          | Sequence                |
|-------------------------------------------------|-------------------------|
| qPCR primer <i>ATF3</i> Hs* forward             | GGATTTTGCTAACCTGACGCC   |
| qPCR primer <i>ATF3</i> Hs reverse              | TTCCAGCTTCTCCGACTCTTTCT |
| qPCR primer <i>ERN1</i> Hs forward              | CCTGAGGACGACGTGGACTA    |
| qPCR primer <i>ERN1</i> Hs reverse              | CATACAGAGTGGGCGTCAGC    |
| qPCR primer <i>NDRG1</i> Hs forward             | TCCTTCAACAGTTTGGGCTGA   |
| qPCR primer <i>NDRG1</i> Hs reverse             | CATCCTGAGATCTTGGAGGCG   |
| qPCR primer <i>STC2</i> Hs forward              | CCAGCACTGTTTGGTCAACG    |
| qPCR primer <i>STC2</i> Hs reverse              | TTGAGGTAGCATTCCCGCTG    |
| <sup>†</sup> qPCR primer <i>HMBS</i> Hs forward | GGCAATGCGGCTGCAA        |
| <sup>†</sup> qPCR primer <i>HMBS</i> Hs reverse | GGGTACCCACGCGAATCAC     |
| <sup>†</sup> qPCR primer <i>TBP</i> Hs forward  | GCTGGCCCATAGTGATCTTTGC  |
| <sup>†</sup> qPCR primer <i>TBP</i> Hs reverse  | CTTCACACGCCAAGAAACAGTGA |

\*Hs, Homo sapiens, † Housekeeping gene.

How the deposited data were processed for this re-analysis (not part of the article)

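RNA from KP4 pancreatic cancer cells treated for 24 h with DMSO, 10 mM metformin, 5 nM FK866 or both was sequenced in 12 libraries, 3 per treatment, which the labels number as replicates 1 to 3. According to the paper's methods, the authors trimmed the reads with cutadapt, aligned them to hg38 with STAR, counted read pairs per gene with featureCounts and normalized the counts with DESeq2. The annotation and the strand setting of the counting are not named in the paper's text, so values of genes that overlap a neighbour or an antisense gene are uncertain, as are those of near-identical copies such as the histone genes. The deposited values are a signal without negative values, namely gene counts divided by a DESeq2 size factor per library. They cover 36601 genes, of which 9803 have no reads. Read pairs were recovered by dividing each library's values by their smallest step, and 100% of the values came out whole within 0.01 reads. Size factors lay between 0.867 and 1.21. Each library held between 30667735 and 41052203 read pairs (median 34767231). Intervals for counting error were not computed, since the replicates carry the error. Pairs of replicates differed by far more than sampling noise (chi-square per degree of freedom between 5.77 and 52.9), so no library was counted as a copy of another. Positions are those of the deposited table. Of 36366 genes found in GENCODE 44, all have the same chromosome and 83.6% the same start and end. Each column was matched to its treatment and replicate number by its name.

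The main test was limma-trend (limma 3.58.1 in R 4.3.3) on log2(normalized count + 1), with 1 mean per treatment and all 12 libraries in 1 fit, over 15376 genes with a mean of at least 10. The 6 comparisons between treatments and the interaction, the effect of FK866 with metformin minus that without, were each adjusted with the Benjamini-Hochberg method. DEGs had an adjusted p-value under 0.05 and a fold change over 1.5, and no fold threshold was set for the interaction. In simulated counts with 200 of 15376 genes changed 2-fold between 3 libraries and 3, the test called 170 (85%) with 7 false calls, and 0 genes between unchanged groups. The simulated counts were drawn independently for each gene, without a GC content trend or replicate effect. These numbers therefore do not cover false calls from trends that many genes share. Principal components were centred and not scaled. Genes were named by a rule set before the data were examined, as were all alternatives unless stated. These are the genes the paper names in its text or primer table, the 3 largest and 3 smallest log2 fold changes of Met, FK and Met+FK against DMSO among DEGs with a mean of at least 100 and no overlap between groups, every DEG of Met+FK against Met, and the 5 smallest adjusted p-values of the interaction. Some of the genes the rule names are not reported here.

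Gene lists were tested with camera (inter-gene correlation 0.01), fry, and camera with an estimated correlation, and adjusted over 77 tests, 11 lists in 7 contrasts. The lists were the p53 and UPR genes of Fig. 7, direct p53 targets outside Fig. 7, targets of ATF4 in the integrated stress response, chaperones of the endoplasmic reticulum, genes of the mitochondrial genome, glycolysis, cholesterol synthesis, proliferation, NRF2 targets and NAD metabolism. All but the first 2 were written from general knowledge at the same stage as the alternatives. The GSEA was not repeated, and its gene sets were not used here. Overlaps between comparisons with shared libraries were set beside the mean of 20 simulations of unchanged groups.

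The alternatives were pseudocounts of 0.1 and 10, all genes with any value above 0, genes with at least 10 normalized counts in every library, libraries scaled to the same total, TMM scaling (edgeR 4.0.16), only the 6 libraries compared, the replicate number as a block, edgeR's quasi-likelihood test and DESeq2 (1.42.0, with and without a normal prior on fold changes) on the recovered read pairs, the adjusted p-value alone, and each library left out in turn. On the recovered read pairs, edgeR called 3524 DEGs for metformin against DMSO, 616 for FK866 against DMSO and 9 for Met+FK against Met. Added after the data were seen were a correction in which a loess trend (span 0.3) of each library's values on GC content and log transcript length was removed, with and without the block, and DESeq2's rlog for the principal components. GC content and length were those of the Ensembl canonical transcript, known for 99.7% of the genes tested. The replicate numbers were checked for pairing by correlating, across genes, the deviations of same-numbered libraries from their group means. For DMSO and FK the correlations were 0.25, 0.42 and 0.22, and for Met and Met+FK 0.17, 0.20 and 0.23. All lie above 0.1, so these libraries were read as paired, from the values alone, and the block result is given where it changes a call. After the GC correction they were 0.14, 0.17 and 0.13 for DMSO and FK, and 0.159, 0.0964 and 0.0738 for Met and Met+FK. Of the latter, 2 lie under 0.1, so the pairing of Met with Met+FK does not pass this rule in the corrected values, and corrected results with the block rest on the uncorrected ones for it. Before the correction, the correlations of the other pairs of treatments reached down to 0.013.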

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

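The tests on GC content and on single genes were chosen after the results had been seen, as were the groupings with the replicate block, and the other counts of groupings before.

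The effect of FK866 differed with and without metformin for 9 genes by an interaction test (limma-trend, adjusted p-value under 0.05). The 5 with the smallest p-values were EREG (−1.42 on the log2 scale), SLC5A3 (−1.07), CYP1B1 (−1.27), TRIB2 (−0.74) and ATF3 (−0.67), and each had a larger log2 fold change with FK866 alone than with FK866 added to metformin. TRIB2 had a log2 fold change of 0.47 with FK866 alone and −0.27 with metformin present. All 5 kept the direction in the 12 fits that each left out 1 library, but the adjusted p-value stayed under 0.05 in 6 of them for EREG, 3 for SLC5A3, 2 for CYP1B1 and 1 for TRIB2 and ATF3. A trend on GC content and length was removed from each library, in a fit without the replicate block, to test it as the cause. With PTCHD1 set apart, the 8 other interaction genes kept an adjusted p-value under 0.05, so the trend alone is not their source. PTCHD1, singled out after its values were seen, went to an adjusted p-value of 0.0999, and for this gene the trend and the treatment cannot be told apart. The libraries were also regrouped within the metformin-free and within the metformin-treated cells, in 100 of the 200 possible ways, drawn at random apart from the real one. Of these, 7 gave 9 or more interaction genes, the real one included, and another gave up to 4850. All 7 keep the real split between DMSO and FK and rearrange only Met and Met+FK, and the groupings that part DMSO from FK otherwise gave 0. Rearranging Met and Met+FK largely cancels or reverses the effect of FK866 with metformin but keeps that without it. The groupings that part DMSO from FK otherwise mix these treatments. Neither kind stands for an equal effect of FK866 in both settings, so these groupings cannot decide whether metformin changes it. The number of 9 does not show this by itself either. The replicate block gave 4914 interaction genes. Among the 32 groupings that swap treatments within replicate pairs, only the real one, 1 of 32, gave as many, but the others that keep DMSO and FK apart gave from 594 to 3761. With the GC trend removed as well there were 1068, and 2 of 32 gave as many, the real one and one in which Met and Met+FK change places (2289). The swaps within replicate pairs have the same limit. All these groupings bear on the number of genes and not on the test of each gene. EREG was called in all 9 alternatives fitted to the 12 libraries and set beforehand, and after removal of the GC trend its term was −0.91 (adjusted p = 0.00237). The 4 others named above were called in 8 of the 9, and not over all genes with any value above 0 (0.0609). Why the response of these genes to FK866 differed with metformin was not tested.

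Of the 9 DEGs of Met+FK against Met, the other genes besides ATF3, IER3 and TXNIP are not named in the paper. Their log2 fold changes were 0.91 for GDF15, 0.79 for PER1, 0.69 for ADM, 0.63 for FAM110B, 0.61 for HES1 and −0.97 for SERTAD4 (adjusted p from limma-trend between 0.000756 and 0.0280). FK866 alone raised GDF15 by 1.50, HES1 by 0.64, FAM110B by 0.84 and PER1 by 0.50 against DMSO, with adjusted p-values up to 0.0259, and did not change ADM (0.12, adjusted p = 0.403) or SERTAD4 (−0.17, adjusted p = 0.371) detectably. ADM fell with metformin alone (−0.47, adjusted p = 0.00199), so Met+FK stood close to DMSO (0.22, adjusted p = 0.103). After removal of the GC trend without the block, SERTAD4 was lower with FK866 alone (−0.51, adjusted p = 0.0401). ADM was then higher in Met+FK than in DMSO (0.35, adjusted p = 0.00699), so both readings depend on this correction. The GC content and length trend as a source of the 9 DEGs was tested by removing it in fits with and without the replicate block, and in both 9 of 9 kept an adjusted p-value under 0.05, which argues against it. Scaling every library to the same total kept 7 of the 9 as DEGs, and edgeR and DESeq2 kept all 9. GDF15 kept its adjusted p-value under 0.05 in each of the 6 fits without 1 library, HES1, FAM110B and SERTAD4 in 2 and ADM and PER1 in 1. Only the real one of the 10 splits of the 6 libraries gave as many DEGs, and no test of 3 libraries against 3 can go lower than 1 of 10. Of the 4 splits that part all 3 replicate pairs, the real one again stood alone, and the other 6 part 1 pair each. GDF15 was thus called without any 1 library of the comparison and in all 11 alternatives fitted to all of these libraries, so its rise with FK866 in metformin-treated cells does not rest on 1 fit. The 5 others were also called in all 11, but not in at least 4 of the 6 fits without 1 library. Reads shared with similar genes were not tested.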

How the results depend on the processing

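In each of the 6 comparisons, 1 of the 10 splits of the 6 libraries gave as many DEGs, the real one, and the next largest count was 0. The same held among the 4 splits that part all 3 pairs of replicate numbers, while the other 6 part 1 pair. With 10 splits the share cannot fall under 0.1.

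Without a fold threshold, the DEGs rose to 3834 higher and 3989 lower for Met against DMSO, 1738 and 1513 for FK against DMSO, 2643 and 2995 for Met against FK, 4015 and 4018 for Met+FK against DMSO, 3149 and 3329 for Met+FK against FK, and 14 higher for Met+FK against Met, since fewer conditions apply. Pseudocounts of 0.1 and 10, the filter on every library and edgeR left all counts of DEGs and of interaction genes within 1.5 times. For the alternatives that follow, the cause was not tested. Scaling to the same total gave 1025 lower genes for Met against DMSO and 2 for Met+FK against Met. It moved the share of higher genes from 55.6% to 73.5% for Met against DMSO and from 53.5% to 67.0% for Met against FK. The share went from 54.7% to 65.3% for Met+FK against DMSO and from 49.9% to 59.2% for Met+FK against FK. The median log2 fold change of all genes went from 0.012 to 0.13 for Met against DMSO. With TMM scaling, 2 genes were lower in Met+FK than in Met. Over all genes with any value above 0, 2 genes were lower in Met+FK than in Met and the number of interaction genes was 1.

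With only the 6 libraries compared, FK against DMSO gave 89 higher and 23 lower genes, and Met+FK against Met 16 and 2. DESeq2 gave 76 lower genes for FK against DMSO, 16 and 2 for Met+FK against Met and 989 interaction genes. With a normal prior it gave 257 and 41 for FK against DMSO and 13 higher genes for Met+FK against Met, and it has no interaction value, since the prior was applied to comparisons of treatments only. With the replicate block, Met+FK against Met gave 18 and 7 DEGs, which hold all 9 of the fit without it. FK against DMSO gave 540 and 163, within 1.5 times, and the interaction 4914 genes. Among the genes named by the rule set beforehand, the block added 9 calls in FK against DMSO and Met+FK against Met. It changed no other call of these named genes in them. Of the list calls, it added glycolysis in Met+FK against Met (adjusted p from camera 0.0822 without and 0.0449 with it) and NRF2 targets in FK against DMSO (0.0822 and 0.0464) and in Met against FK (0.0548 and 0.0220). The block gave each replicate number the same effect in every treatment. The numbers were read as pairing DMSO with FK and Met with Met+FK only. Results with the block, the interaction included, therefore rest on an effect shared more widely than this pairing.

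Removing the GC content and length trend, chosen after seeing the data, gave 163 higher and 36 lower genes for FK against DMSO, 14 and 7 for Met+FK against Met and 92 interaction genes. With the block added, it gave 195 and 61, 17 and 18, and 1068, although 2 of the 3 correlations that pair Met with Met+FK fell under 0.1 after this correction. PC1 held 57.7% and PC2 15.2% of the variance over all genes, 75.6% and 6.48% with genes scaled to unit variance, and 89.8% and 4.74% with a pseudocount of 10. PC1 held 90.7% with DESeq2's vst, 90.9% with rlog (chosen after seeing the data), and 79.6%, with PC2 at 4.74%, after removal of the GC trend.

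With 1 library of the comparison left out in turn, the DEGs of FK against DMSO ranged from 84 to 1065 higher and from 10 to 198 lower. The lowest counts came without DMSO replicate 1 and the highest without DMSO replicate 2 (higher) and FK replicate 1 (lower). Met+FK against Met ranged from 2 to 8 and from 0 to 1, with 2 higher genes without Met replicate 2 or Met+FK replicate 2 and 1051 genes at an unadjusted p-value under 0.05 in the full fit. The other comparisons ranged from 1741 to 2158 and 1372 to 1792 (Met against DMSO), 1107 to 1313 and 988 to 1116 (Met against FK), 1888 to 2243 and 1610 to 1883 (Met+FK against DMSO), and 1328 to 1515 and 1332 to 1461 (Met+FK against FK). The interaction genes ranged from 0 to 1845 over 12 fits, with 1845 without FK replicate 1. PC1 ranged from 77.1% to 80.8% and PC2 from 4.11% to 6.59%.

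Of the results for single genes and lists under an alternative, 1783 kept their direction and their side of the threshold, 58 passed it, 141 lost it (117 of them with 1 library left out) and 16 changed direction. The latter had log2 fold changes near 0. After removal of the GC trend, with and without the block, UPP1 (0.11) and PPP1R15A (0.16) turned positive in FK against DMSO, as did SIRT6 (0.017) in Met against DMSO. PPP1R15A also did without DMSO replicate 3 (0.044), within a range from −0.11. Scaling to the same total turned MDH1 positive in Met against DMSO (0.054), LDHA in FK against DMSO (0.0056), and TBP negative in Met+FK against Met (−0.018). LDHA was also positive with edgeR (0.0071) and without FK replicate 2 (0.0041) or replicate 3 (0.0036), from −0.060 to 0.0041 over the 6 fits. TBP was also negative without Met replicate 2 (−0.0081) or Met+FK replicate 2 (−0.015), from −0.015 to 0.061, and NAMPT was negative in Met+FK against Met without Met replicate 3 (−0.060), from −0.060 to 0.18.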

Differences from the paper's values

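The paper reports 48 genes repressed by FK866, and 116 were called lower here. Of the alternatives set before the data were examined, DESeq2 with a normal prior (41) and the fit without DMSO replicate 3 (33) fell within 1.5 times the paper's count. The pseudocounts, gene filters, scalings, the replicate block (163), edgeR (90), DESeq2 without the prior (76), the 6 libraries alone (23), the adjusted p-value alone (1513) and the fits without any other single library of the comparison did not. Removing the GC content and length trend, chosen after seeing the values, gave 36, and 61 with the replicate block.

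For genes higher in Met+FK than in metformin alone, the paper reports 14, and 8 were called here. With the adjusted p-value alone there were 14, with DESeq2 and a normal prior 13, with DESeq2 or the 6 libraries alone 16, and with the replicate block 18, all within 1.5 times the paper's count. Leaving out FK replicate 2, a library outside this comparison that enters the shared fit, gave 15, also within 1.5 times. The other alternatives set before the data were examined gave from 2 to 9. Removing the GC content and length trend, chosen after seeing the values, gave 14, and 17 with the replicate block. The paper's share of the variance along PC1 is 91%, and it was 78.4% here. It was 90.7% with DESeq2's vst, and 90.9% with rlog, which was chosen after seeing the values.

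The paper describes TXNIP as selectively increased by Met+FK. Here FK866 alone raised it by 1.01 on the log2 scale against DMSO, more than Met+FK did (0.77), and metformin alone, which the paper cites as a repressor of this gene, gave 0.16 (adjusted p = 0.180 from limma-trend). Among the p53 and UPR genes that the paper names as induced by the combination, OSGIN1, GADD34 (PPP1R15A), DDIT4, STC2, ERN1 and CEBPB had an adjusted p-value over 0.05 against metformin alone here. DESeq2 gave 0.000875, 0.00116, 0.0367, 0.00166 and 0.0285 in this order for all but CEBPB. The normal prior left the same genes under 0.05, and the block did so for all but ERN1 and CEBPB. The fit on the 6 libraries alone called OSGIN1 (0.0170), PPP1R15A (0.0170) and STC2 (0.0288), and the fit without Met replicate 3 called PPP1R15A (0.0473). Removal of the GC trend, chosen after seeing the values, called all of these genes but CEBPB. No setting called CEBPB, whose adjusted p-value over the alternatives set before the data were examined lay between 0.172 and 1.000. Against DMSO, all were higher in Met+FK, with log2 fold changes from 1.06 to 2.30. The paper's RT-qPCR, whose primers include those for STC2 and ERN1, is separate evidence that was not assessed here.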

Other observations

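The tests of explanations below were chosen after the results had been seen, except that on sequencing depth. The rule that named genes, the gene lists and the alternatives other than the GC correction were set earlier. The use of the direct p53 targets to explain the Fig. 7A result was not.

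FK866 changed 536 genes on its own and 9 when added to metformin. A count of genes past a threshold in one setting and not in another does not show that the effects differ, and the interaction test, which addresses this, gave between 0 and 4914 genes depending on the fit. The following explanations for the gap in numbers were tested. Removing the GC content and length trend with the replicate block left 256 DEGs for FK866 alone and 35 for FK866 added to metformin, and without the block 199 and 21, so this trend is not the whole cause. Thinning all libraries to 30667735 read pairs gave 545 and 12, which argues against a difference in depth. Without FK replicate 2, the library with the steepest GC slope (−0.25 per 10 percentage points), 100 and 17 were called, so this library is not the whole cause. Metformin already raising the genes that FK866 raises cannot be told apart from a smaller response. The 174 genes higher in FK but not called higher in Met had a median log2 fold change of 0.0275 when FK866 was added to metformin, but metformin alone had raised them by a median of 0.36, under the threshold, and they were chosen by their rise in FK. After removal of the GC trend, the corresponding 77 genes had medians of 0.82 with FK866 alone, 0.052 with metformin alone and 0.20 when FK866 was added to metformin. Whether FK866 acts less in metformin-treated cells stays open.

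Part of the FK866 genes stays open. Removal of the GC trend in the fit with the replicate block took away 359 of the 536 DEGs of FK against DMSO. All 3 FK libraries had a lower GC slope than all 3 DMSO libraries, so for these 359 genes a technical GC trend and an effect of FK866 on AT-rich transcripts cannot be told apart. Across 15324 genes, which are not independent replicates, Spearman's rho between GC content and log2 fold change was −0.67 for FK against DMSO, −0.34 for Met against DMSO and 0.27 for Met+FK against Met.

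A rise of p53 target genes as a class was tested as a source of the rise of the Fig. 7A genes in Met+FK against Met. A list of 36 direct p53 targets outside Fig. 7, 35 of them tested, gave p = 0.414 from camera, a test across genes in limma whose permutation form was not run. Of these genes 18 rose and the others fell, with a median log2 fold change of 0.0012 and a range from −0.15 to 0.28. Of the 35 genes, 0 had an adjusted p-value under 0.05 in limma-trend, even when adjusted over the list alone. A rise shared by most direct targets would not leave members going both ways around no change. These values therefore argue against such a rise for the 35 genes tested. A rise of a minority of targets, or of targets outside this list, stays open. Against DMSO and against FK the list passed under fry (5.20e-05 and 9.64e-05, adjusted) and not under camera, in Met+FK. Of the genes of Fig. 7A, 6 are also in the list of ATF4 targets. The 18 others that were tested had a median of 0.37 in Met+FK against Met, and 16 of them were positive.

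The ATF4 targets rose with metformin (30 genes, median log2 fold change 1.20, adjusted p = 5.21e-17 from camera) and in Met+FK against Met (median 0.13, 9.17e-09). Of them, 6 are among the genes of Fig. 7A and 10 among those of Fig. 7B. The proliferation genes fell with metformin (21 genes, median −1.14, 1.05e-15) and in Met+FK against Met (median −0.14, 2.65e-06), with 0 of the 21 a DEG in the latter. Cholesterol synthesis genes fell with metformin (18 genes, median −0.41, 0.000282). These calls held under fry and an estimated correlation. With metformin, camera also called glycolysis (16 genes, median −0.43, 0.00147), the genes of the mitochondrial genome (13 genes, median −0.31, 0.00652) and NRF2 targets (17 genes, median 0.47, 0.00853), which held under fry and not with an estimated correlation. Directions of all these lists were the same when every library was scaled to the same total. The NAD metabolism genes (18 tested, median 0.09, 0.498) and the chaperones of the endoplasmic reticulum (22 tested, median −0.11, 0.316) were not called with metformin by camera, while fry called both (0.00192 and 0.00333) and an estimated correlation neither, and the median of the chaperones was positive (0.016) when every library was scaled to the same total. In Met+FK against Met the chaperones rose by a median of 0.084 (0.00266), which did not hold under fry (0.0552), with an estimated correlation (0.186) or without Met replicate 3 (0.0694). NRF2 targets rose there by a median of 0.087 (0.00306 from camera), which did not hold under fry (0.160) or with an estimated correlation (0.369). In FK against DMSO, camera called ATF4 targets (median 0.18, 0.000685), chaperones (0.085, 0.00158) and glycolysis (−0.23, 0.000299), which held under fry and not with an estimated correlation. In the interaction it called glycolysis (median 0.32, 8.02e-05), which did not hold under fry (0.0517) or with an estimated correlation (0.405). After removal of the GC trend the glycolysis median was 0.13 (0.00232 from camera). That correction also called the ATF4 targets in the interaction (median −0.10, 2.34e-06 from camera), which were not called without it (−0.0066, 0.316).

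NAMPT, the target of FK866, had 1849 ± 244 normalized counts in DMSO, 2995 ± 501 in Met, 2773 ± 769.9 in FK and 3148 ± 262 in Met+FK (SD, n = 3 each). Its log2 fold change was 0.69 for Met against DMSO (adjusted p = 0.00270 from limma-trend) and 0.56 for FK against DMSO (0.0333). The latter was over 0.05 over all genes with any value above 0 (0.0517), with the 6 libraries alone (0.0730), without DMSO replicate 1 (0.124), without DMSO replicate 3 (0.107) and without FK replicate 2 (0.141), and 0.210 after removal of the GC trend with the block. SIRT1 had a log2 fold change of 0.38 with metformin (0.0173), over 0.05 without DMSO replicate 1 (0.0626), without DMSO replicate 3 (0.0666) and without Met replicate 2 (0.0895), and 0.13 (0.0593) after removal of the GC trend without the block. That correction also moved NAMPT with metformin to 0.33 (0.000207). With FK866 SIRT1 had 0.60 (0.0135), over 0.05 with the 6 libraries alone (0.0539), without DMSO replicate 1 (0.0745) and without DMSO replicate 3 (0.0500). With FK866 alone, SIRT6 (−0.29, 0.0549), MDH1 (0.16, 0.144) and SCD (−0.15, 0.141) were not called. With the replicate block their adjusted p-values were 0.0237, 0.0226 and 0.0491. Removal of the GC trend without the block gave −0.059 (0.679) for SIRT6, 0.070 (0.409) for MDH1 and −0.25 (0.0258) for SCD. LDHA had a log2 fold change of −0.77 with metformin (1.26e-07). TBP, marked as a housekeeping gene in the paper's primer table, had a log2 fold change of −0.15 with metformin (0.128), which the GC correction moved to −0.16 (0.0306).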
